# Cardiomyocyte Pdk4 response is associated with metabolic maladaptation in aging

**DOI:** 10.1111/acel.13800

**Published:** 2023-02-16

**Authors:** Mohammad Kasim Fatmi, Di Ren, Julia Fedorova, Linda Ines Zoungrana, Hao Wang, Kayla Davitt, Zehui Li, Migdalia Iglesias, Edward J. Lesnefsky, Meredith Krause‐Hauch, Ji Li

**Keywords:** aging, glycolytic activity, Pdk4, transcriptional analysis

## Abstract

Ischemic heart disease (IHD) is the leading cause of death, with age range being the primary factor for development. The mechanisms by which aging increases vulnerability to ischemic insult are not well understood. We aim to use single‐cell RNA sequencing to discover transcriptional differences in various cell types between aged and young mice, which may contribute to aged‐related vulnerability to ischemic insult. Utilizing 10× Genomics Single‐Cell RNA sequencing, we were able to complete bioinformatic analysis to identity novel differential gene expression. During the analysis of our collected samples, we detected Pyruvate Dehydrogenase Kinase 4 (Pdk4) expression to be remarkably differentially expressed. Particularly in cardiomyocyte cell populations, Pdk4 was found to be significantly upregulated in the young mouse population compared to the aged mice under ischemic/reperfusion conditions. Pdk4 is responsible for inhibiting the enzyme pyruvate dehydrogenase, resulting in the regulation of glucose metabolism. Due to decreased Pdk4 expression in aged cardiomyocytes, there may be an increased reliance on glucose oxidization for energy. Through biochemical metabolomics analysis, it was observed that there is a greater abundance of pyruvate in young hearts in contrast to their aged counterparts, indicating less glycolytic activity. We believe that Pdk4 response provides valuable insight towards mechanisms that allow for the young heart to handle ischemic insult stress more effectively than the aged heart.

**Abbreviations**
CPT1β: Carnitine palmitoyl transferase 1β
CVD: Cardiovascular disease
I/R: Ischemia and reperfusion
IHD: Ischemic heart disease
LCAD: Long‐chain acyl‐CoA dehydrogenase
MCAD: Medium‐chain acyl‐CoA dehydrogenases
NAD^+^
: Nicotinamide adenine dinucleotide
OXPHOS: Oxidative phosphorylation
PDH E1α: Pyruvate dehydrogenase E1α
PGC‐1α: PPAR gamma coactivator 1‐alpha
PPARα: Peroxisome proliferator activated receptor alpha
TCA: Tricarboxylic acid

## 1 INTRODUCTION

Cardiovascular disease (CVD) remains as the worldwide leading cause of death, particularly, ischemic heart disease (IHD) or coronary artery disease (CAD) is the most prevalent (Tsao et al., 2022). IHD is best described as a chronic plaque buildup in the coronary artery eventually causing ischemic conditions in the heart, leading to tissue death and metabolic alterations (Jiang et al., 2021). This chronic buildup of plaque leads to greater IHD incidence and death increasing with age (Khan et al., 2020). However, the mechanisms that protect the young heart from ischemic stress are not well understood. Various studies have indicated that the aged heart is not only more vulnerable to IHD but also less equipped to handle the stress of ischemic conditions (Ren et al., 2022).

Single‐cell RNA sequencing (scRNA‐seq) has become an increasingly popular method of genetic sequencing since its founding (Hwang et al., 2018). The value of scRNA‐seq comes in the manner of classifying the sequenced data. In contrast to bulk RNA sequencing, scRNA‐seq allows us to observe differences in cell types versus blanket transcriptional differences (Hwang et al., 2018). In our study, we aim to utilize modern sequencing technology to find transcriptional differences between young and aged hearts under healthy physiology and under ischemia/reperfusion (I/R) conditions. These transcriptional differences in the heart may provide insight to differing adaptive responses caused by aging in the form of gene regulation. We will investigate four common cell types found in cardiac tissue: cardiomyocyte, endothelial cells, fibroblast, and macrophage. We aim to discover novel gene regulation under ischemic conditions in the various cell types that may provide clues to understanding the effects of aging.

## 2 RESULTS

### 2.1 Integration and cell types

Our comparative analysis allowed us to observe transcriptional differences in young to aged C57BL/6J wildtype mice. Four RNA samples were received for analysis that allowed for our integrated bioinformatic analysis (Figure 1). 

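The deposited data are 4 droplet libraries of mouse left ventricle made on the 10× Chromium system, 1 library per condition: young sham, young I/R, aged sham and aged I/R. The paper describes them as single-cell RNA sequencing, while the sample labels name nuclear RNA as the molecule, and the labels describe the 2 sham samples as healthy tissue where the paper describes sham operations. Young mice were 3 to 5 months and aged mice 24 to 26 months old, with 45 min of ischemia and 24 h of reperfusion. The number of mice behind a library is not given in the labels or the text, and no library has a replicate. Each file holds whole counts of unique molecular identifiers (UMIs) for 32285 mouse genes as the authors deposited them, after alignment and the call of cell barcodes by Cell Ranger. The young sham, young I/R, aged sham and aged I/R libraries hold 92200, 102883, 100342 and 91124 barcodes, and 25836175, 39673199, 41356670 and 66767829 UMIs. Their median UMIs per barcode are 244, 374, 391 and 675, and 28.4%, 55.2%, 67.9% and 98.8% of the barcodes have at least 200 detected genes. The 13 mitochondrial genes take 10.0%, 14.1%, 15.6% and 9.98% of the UMIs.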

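Values below come from sums of UMIs over barcodes, given as CPM, a scale on which 10000 CPM are 1% of the UMIs of the same barcodes, and log2 ratios of CPM between libraries carry 95% intervals from exact Poisson and binomial limits. Such intervals cover counting error only. Because each condition has a single library, no statistical test between conditions was made, and a difference between 2 libraries cannot be separated from differences between animals or preparations. Barcodes with at least 200 detected genes, 241086 over the 4 libraries, were clustered on 10 principal components of 2000 genes that vary within the libraries, with genes scaled within each library and Leiden resolution 1. A cluster was named for a class, with the suffix like, when at least 3 markers of that class lay at least 1.5-fold above the other barcodes, more than of any other class, and at least 1 was among the cluster's 10 leading genes, with no other class having more there. This naming rule was set after the clusters had been seen.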

Observing the effects of ischemic insult, we compared young I/R to young sham groups and aged I/R to aged sham groups. Additionally, comparison of aged sham to young sham and aged I/R to young I/R were done to investigate the effects of aging (Figure 2a). Following the integration vignette from the Satija Laboratory (Tim Stuart et al., 2019), the maximum overlap of each sample was achieved (Figure 2b). 

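Clustering of the 4 libraries together gave 12 clusters, and every cluster holds barcodes of every library, with at most 47.8% of a cluster from the same library. Cardiomyocyte-like, endothelial-like, fibroblast-like and macrophage-like names went to 1 cluster each, a mural-like name to 1 and an erythroid-like name to 2. The other 5 clusters had no name, and they hold 37.1%, 46.1%, 43.6% and 52.4% of the clustered barcodes of the young sham, young I/R, aged sham and aged I/R libraries. Among them is a cluster led by Myl4, Myl7 and Sln with 3.86%, 6.83%, 4.62% and 4.94% of the barcodes of these libraries. The cardiomyocyte-like name rested on 4 of 18 markers (Ttn, Mhrt, Rbm20 and Ctnna3), with Mhrt alone among the 10 leading genes. The fibroblast-like cluster had 16 of 18, the macrophage-like 13 of 21 and the endothelial-like 9 of 19 markers. The cardiomyocyte-like name is thus the weakest of these classes, a limit on every value given for it. With Leiden resolution 2 the same barcodes fell into 26 clusters, of which 10 took a name of these 4 classes and 10 had no name.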

Vital to our study, integration ensured when each cluster was annotated with cell‐type, it contained cells from both samples that form each dataset.

**FIGURE 1:**
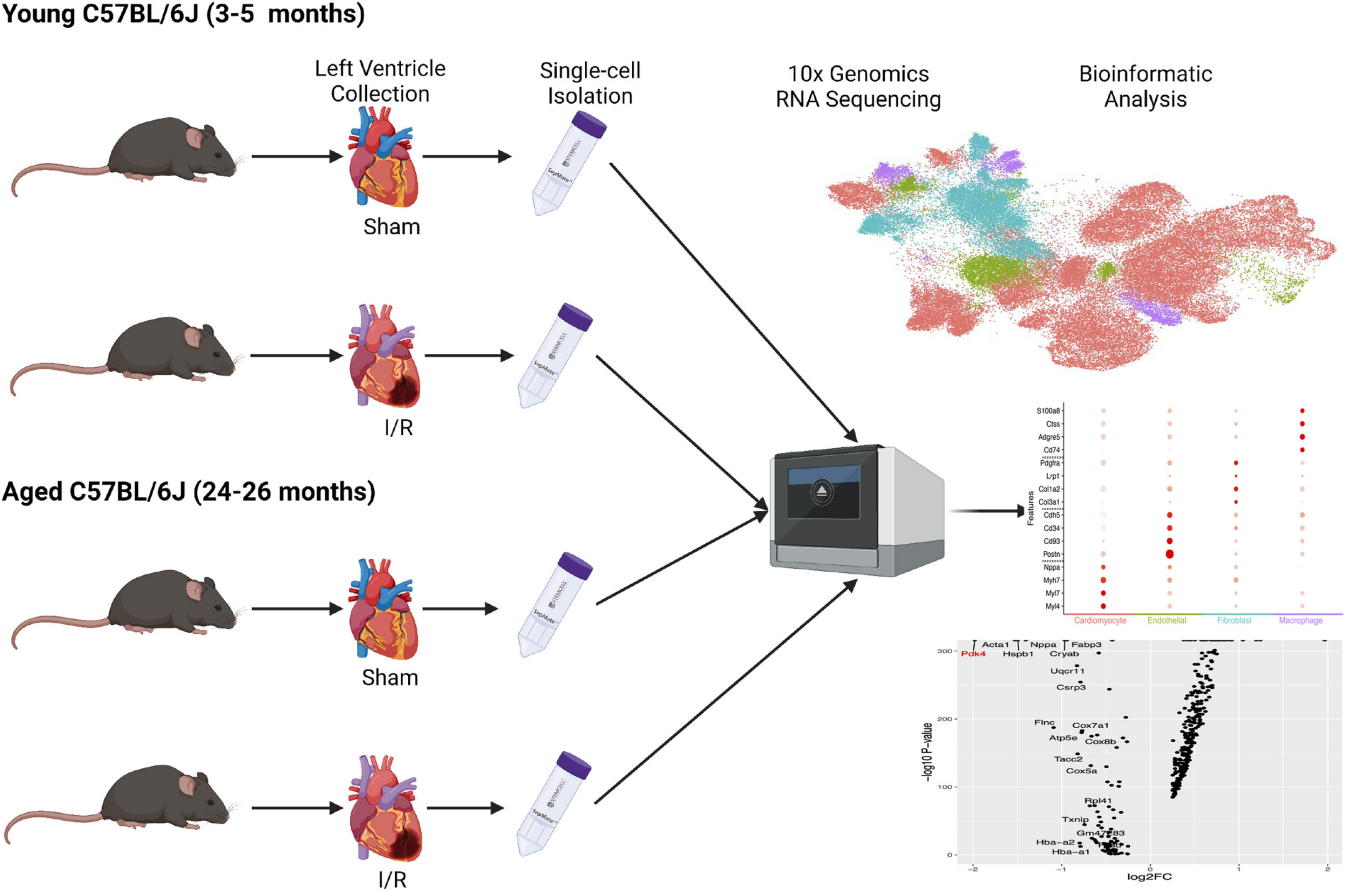
Graphical synopsis of experimental design. We isolated left ventricle tissue from young (3–5 months) and aged (24–26 months) C57BL/6J mice under sham operations or 45 min of ischemia/24‐h of reperfusion (I/R) conditions. Once single‐cell suspensions were achieved, cells were prepared for sequencing using the 10× Chromium system.

**FIGURE 2:**
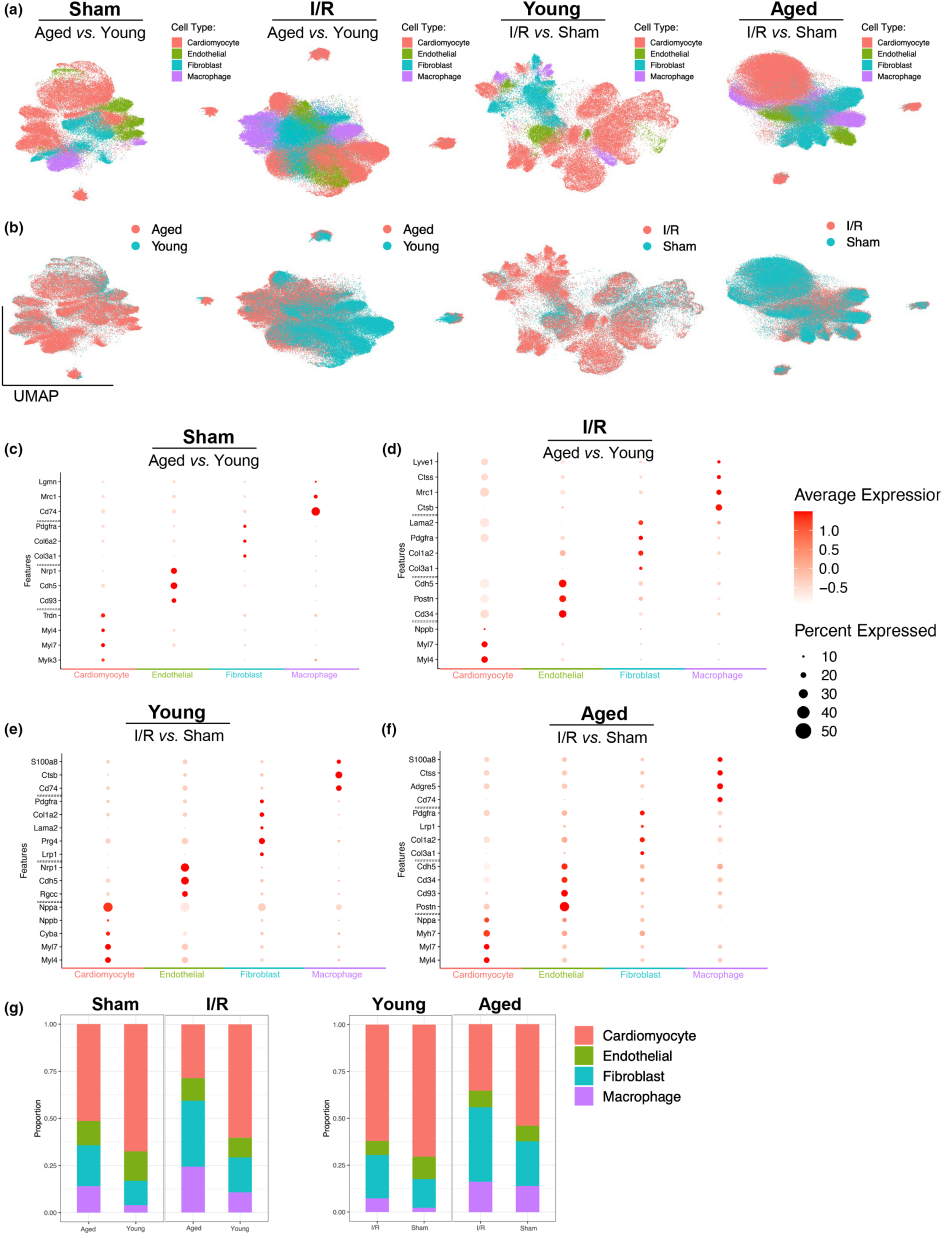
(a) UMAP dimensional projection of each integrated dataset, clusters colored by cell‐type manually identified by marker genes. (b) Matching UMAP dimensional projections, clusters colored by sample age. (c–f) Corresponding dot plots for each integrated sample depicting key marker genes used for manual cell‐type identification. Displays cluster gene expression level compared to global expression in assay (color) and gene expression level within each specific cell‐type cluster (size). (g) Proportion of each cell‐type observed in each integrated dataset.

Determining that manually annotating cell types led to the most accurate and consistent data in our datasets, multiple marker genes were found that allowed for annotations (Figures 1f and 2c). Integration established largely consistent marker genes for each cell‐type throughout our datasets. 

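Summed over all deposited barcodes, and so without any cell names, Nppa (chromosome 4, 148000722 to 148002079 in GRCm38) had 335, 1055, 821 and 379 CPM in the young sham, young I/R, aged sham and aged I/R libraries. Nppb, a neighbour on the same chromosome, had 49.3, 205, 124 and 132 CPM. The log2 ratio of young I/R over young sham was 1.66 (95% interval 1.62 to 1.69) for Nppa and 2.05 (1.97 to 2.14) for Nppb, and that of aged sham over young sham 1.29 and 1.33. Scaling the libraries by the median of gene-wise ratios in place of total UMIs moved such ratios most: it adds 0.41 to every log2 ratio of young I/R over young sham, so that Nppb comes to 2.46. Myl4 had 48.2, 87.2, 38.6 and 34.9 CPM and Myl7 48.8, 97.6, 46.9 and 32.5 CPM, with log2 ratios of young I/R over young sham of 0.85 (0.76 to 0.95) and 1.00 (0.91 to 1.09). By cluster, Myl4 (130-fold over the other barcodes), Myl7 (121-fold) and Nppa (2.65-fold) were highest in the unnamed cluster that Myl4 leads. Nppb was highest in an erythroid-like cluster, by only 1.08-fold.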

Cardiomyocyte marker genes *Myl4* and *Myl7* were observed in all four datasets, likewise *Nppa*/*Nppb* were profound datasets except for the aged and young sham comparison. 

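Triadin (Trdn) and the myosin light chain kinase gene Mylk3 were counted in the same way. Trdn had 344, 325, 335 and 434 CPM in the young sham, young I/R, aged sham and aged I/R libraries and Mylk3 had 305, 174, 209 and 320 CPM. Between the 2 sham libraries, aged over young, the log2 ratio was −0.04 for Trdn and −0.55 for Mylk3. Scaling by gene-wise ratios adds 0.14 to both, which changes the sign for Trdn and leaves Mylk3 below 0. The young I/R over young sham ratio of Trdn, −0.08 (−0.12 to −0.04), becomes 0.32 with scaling by gene-wise ratios, so its direction depends on the scaling. Among the clusters, Trdn was highest in an erythroid-like one (1.11-fold over the other barcodes) and Mylk3 in an unnamed one (1.06-fold). Neither gene set the cardiomyocyte-like cluster apart here.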

The aged and young sham dataset expressed two unique cardiomyocyte marker genes, *Trdn* and *Mylk3*, were strongly expressed and used for annotation for this comparison (Figure 2e).

Across all groups, the most consistent marker gene for endothelial cells was *Cdh5*; notably, each dataset expressed unique endothelial marker genes. 

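Cdh5 was counted at 67.5, 52.0, 67.0 and 97.46 CPM in the young sham, young I/R, aged sham and aged I/R libraries. Its aged I/R level was above the young I/R level by a log2 ratio of 0.91. Scaled by total UMIs, the 2 sham libraries differed by no more than counting error (−0.01, interval −0.10 to 0.08). Scaling by gene-wise ratios adds 0.14 to every aged over young sham ratio, which takes this interval above 0, so the result depends on the scaling.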

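Rgcc, a regulator of the cell cycle, was sparse in every library: 20.2 CPM in young sham, 32.2 in young I/R, 22.8 in aged sham and 21.4 in aged I/R. Its log2 ratio of I/R over sham was 0.68 in young mice, and −0.09 in aged mice with an interval (−0.21 to 0.03) that includes 0.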

Exclusive to the young I/R and sham comparison, Rgcc was significantly expressed and used for endothelial cell annotation (Figure 2c). Furthermore, *Nrp1* was found significantly expressed in the young I/R and sham comparison along with the aged and young sham comparison and used as a marker gene (Figure 2c,e). 

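Nrp1 fell from 291 CPM in the young sham to 98.6 CPM in the young I/R library, a log2 ratio of −1.56, whereas the aged sham and aged I/R libraries had 180.4 and 209 CPM, a log2 ratio of 0.21. By cluster, Nrp1 was highest in the cardiomyocyte-like cluster (1.18-fold over the other barcodes) and Rgcc in an unnamed one (1.53-fold). Cdh5 was highest in the endothelial-like cluster (1.61-fold).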

*Cd94* and *Cd34* were used as endothelial cell markers in the aged I/R and sham, aged and young sham, and aged and young I/R comparisons (Figure 2d,f). Lastly, *Postn* was only remarkably expressed in the aged I/R and sham comparison and in the aged and young I/R comparison (Figure 2d,f).

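Postn had 45.6, 33.7, 108 and 61.0 CPM over all barcodes of the young sham, young I/R, aged sham and aged I/R libraries. It was higher in the aged than in the young library in sham (log2 ratio 1.25) and in I/R (0.86). In these libraries Postn was at least 1.5-fold above the other barcodes in the fibroblast-like cluster and served there as a fibroblast marker.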

Annotating fibroblast cells also revealed generally consistent marker genes with some exceptions. *Pdgfra* was remarkably expressed in all datasets and widely regarded as a strong fibroblast marker gene. 

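Across all barcodes Pdgfra amounts to 35.8, 34.9, 32.0 and 49.5 CPM in the young sham, young I/R, aged sham and aged I/R libraries. Its I/R over sham log2 ratio was −0.04 (−0.16 to 0.08) in young mice, within counting error, though 0.37 with scaling by gene-wise ratios, and 0.63 in aged mice.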

Collagen‐type genes: *Col1a1*, *Col1a2*, *Col3a1*, and *Col6a2* were also found throughout the datasets and were used to annotate fibroblast cells (Figure 2c–f). 

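Among the collagen genes Col3a1 was the most abundant, at 134, 75.4, 129.7 and 131 CPM in the young sham, young I/R, aged sham and aged I/R libraries. All 4 genes were lower in young I/R than in young sham, with log2 ratios of −0.45 (Col1a1), −0.63 (Col1a2), −0.83 (Col3a1) and −0.88 (Col6a2). Under the scaling by gene-wise ratios, each of these is higher by the shift common to all genes, which brings Col1a1 close to 0 and leaves the other three below 0. In aged mice the log2 ratios of I/R over sham were 0.19, −0.03, 0.01 and −0.43 in the same order, of which those of Col1a2 and Col3a1 are too small to give a direction.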

In the young I/R and sham comparison, *Prg4* was uniquely identified as significantly expressed as used as a fibroblast marker gene (Figure 2c).

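Prg4 rose from 10.3 to 88.0 CPM between young sham and young I/R, a log2 ratio of 3.10 (2.92 to 3.29). It rose also in aged mice, from 12.4 to 137 CPM, with a log2 ratio of 3.46 (3.33 to 3.59).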

Finally, annotating macrophage cell populations required further analysis. The marker genes identified throughout all datasets were *Cd74* and *Ctss/Ctsb*, while *S100a8* and *Mrc1* were found in most datasets and used to annotate macrophage cells (Figure 2c–f). 

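In the young sham, young I/R, aged sham and aged I/R libraries, Cd74 had 60.8, 36.8, 169.9 and 71.7 CPM, Ctss 9.68, 11.7, 18.7 and 35.3 CPM, and Ctsb 152, 226, 254 and 178 CPM. S100a8 went from 3.64 to 34.5 CPM in young and from 6.99 to 26.7 CPM in aged mice (log2 ratios 3.24 and 1.93). Mrc1 had 53.6, 35.8, 47.4 and 67.6 CPM in the order of the libraries above, with log2 ratios of I/R over sham of −0.58 in young and 0.51 in aged mice.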

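Legumain (Lgmn) was found at 20.98, 30.4, 29.8 and 26.9 CPM and Lyve1 at 14.8, 14.1, 11.2 and 29.0 CPM in the young sham, young I/R, aged sham and aged I/R libraries. The log2 ratio of aged over young sham was 0.50 for Lgmn, and that of aged over young I/R was 1.04 for Lyve1.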

The aged and young sham comparison independently expressed *Lgmn* (Figure 2e), and the aged and young I/R comparison solely expressed *Lyve1* (Figure 2f). Altogether, this differing expression of marker genes in cell populations indicates shifting cell states and expression profiles and indicates preliminary cell variation in response to their respective conditions.

Moreover, the proportion of each cell‐type is also a major indicator of intriguing changes in cell populations (Figure 2g). 

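Of the barcodes in the 4 named classes, the cardiomyocyte-like cluster held 45.8% (exact binomial interval 44.9 to 46.6) of 13534 in young sham, 28.0% (27.5 to 28.6) of 22860 in young I/R, 28.1% (27.6 to 28.7) of 29218 in aged sham and 29.5% (29.0 to 29.999) of 33581 in aged I/R. Over all clustered barcodes it held 23.7%, 11.3%, 12.1% and 11.0%. Genes that define this cluster changed themselves between the libraries: Mhrt, for example, had log2 ratios of I/R over sham of −3.10 in young and 1.03 in aged mice over all barcodes. The sizes are therefore not compared between conditions, and they may differ from those of the study through the rebuilt cell names. The choice that moved them most was the scaling of genes over all libraries together, which put 55.9%, 5.71%, 8.21% and 5.39% of the clustered barcodes in the cardiomyocyte-like class. RNA of 18 cardiomyocyte markers, which needs no clusters, made up 85494, 67937, 72121 and 95037 CPM of all barcodes in the same order, log2 ratios of I/R over sham of −0.33 in young and 0.40 in aged mice, and the young value turns to 0.074 with scaling by gene-wise ratios, so its direction is not settled.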

We observed greater cardiomyocyte cell populations under sham operations and in young mice. 

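The fibroblast-like class held 23.2% (22.5 to 24.0), 26.4% (25.8 to 27.0), 28.8% (28.3 to 29.3) and 29.3% (28.8 to 29.7) of the barcodes of the 4 classes in young sham, young I/R, aged sham and aged I/R. The macrophage-like class held 15.5% (14.9 to 16.1), 21.5% (20.99 to 22.1), 22.0% (21.6 to 22.5) and 22.0% (21.5 to 22.4). The log2 ratios of I/R over sham of the summed RNA of 18 fibroblast markers were −0.38 in young and −0.30 in aged mice, and those of 21 macrophage markers −0.11 and −0.12. In young mice scaling by gene-wise ratios turns these into 0.023 and 0.30, so the direction of neither is settled there.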

Expectedly, larger cell populations of fibroblast and macrophage cells existed under I/R conditions regardless of age. While cardiomyocyte cells are more abundant in our young sample, independent of condition, the aged sample contains more fibroblast and macrophage cells. However, throughout all our testing datasets, the endothelial cell populations do not drastically shift despite change in age or stress. 

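Marker RNA over all barcodes was higher in the aged than in the young sham library by a log2 ratio of 0.33 for fibroblasts (2169 against 1724 CPM) and 0.51 for macrophages (1005 against 704 CPM), and lower by −0.25 for cardiomyocytes. The cardiomyocyte sum leans on Ttn, which had 18041 CPM in aged against 31744 CPM in young sham. Of the 18 cardiomyocyte markers, 6 were higher in aged sham. Between the I/R libraries, aged over young, all of the 3 marker sets were higher in the aged heart, by 0.41, 0.50 and 0.48. Scaling by gene-wise ratios shifts every aged over young ratio by 0.14 in sham and −0.36 in I/R, which takes up most of these differences in I/R and leaves all signs as they are.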

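Endothelial-like barcodes were 15.5% (14.9 to 16.1), 24.1% (23.5 to 24.6), 21.1% (20.6 to 21.5) and 19.3% (18.9 to 19.7) of the barcodes of the 4 classes in young sham, young I/R, aged sham and aged I/R. RNA of 19 endothelial markers came to 1916, 1276, 1827 and 1982 CPM of all barcodes, log2 ratios of I/R over sham of −0.59 in young and 0.12 in aged mice.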

The fluctuations in cardiomyocyte populations occurring strikingly in response to ischemic stress in aging inspired us to further investigate transcriptional differences in cardiomyocytes.

### 2.2 Differential expression and enrichment

Integration established stable cell types between samples allowing for analyzing differentially expressed genes (DEGs) in specific cell types between two samples—for example, comparing gene regulation in fibroblast cells between I/R and sham conditions. In differential expression testing, cardiomyocyte cell populations were targeted to compare gene (feature) regulation between conditions (Figure 3a). 

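Within the cardiomyocyte-like cluster, 46 of the 48 genes and directions read by eye from Fig. 3a (11, 9, 9 and 19 in the 4 comparisons) had a log2 CPM ratio of the same sign, and both exceptions are Pdk4. Genes were then ranked by their ratio among those with at least 100 UMIs in the 2 libraries compared and at least 50 CPM in 1 of them. Between young I/R and young sham the ends of 3092 ranked genes were Lcn2 (5.89, interval 4.65 to 7.52) and Mt2 (5.32, 4.91 to 5.76), and Itgb6 (−3.97) and Gm47644 (−3.88). Lcn2 again headed the 2881 genes of aged I/R over aged sham (5.46, 4.33 to 6.91), before Prg4 (3.41), with 5430431A17Rik (−2.07) and F830016B08Rik (−1.74) at the other end. For aged over young sham the ends of 3100 genes were Myh7 (3.12) and C4b (2.40), and Gm29237 (−2.92) and Gm47644 (−2.55). For aged over young I/R the ends of 2801 genes were Myh7 (2.51) and Gm47644 (2.35), and Pdk4 and Angptl4 (−3.76). Myh7 and the antisense transcript Mhrt overlap on opposite strands of chromosome 14, and as the use of the strand in the counts is not stated, the values of both are uncertain. The values of Gm47644, which lies within Pln on the opposite strand, are uncertain for the same reason. Clustering at Leiden resolution 2 moved a value most, that of Lcn2 in young mice, to 7.61.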

The data from this test was used to generate our Gene Ontology (GO) biological process enrichment data.

**FIGURE 3:**
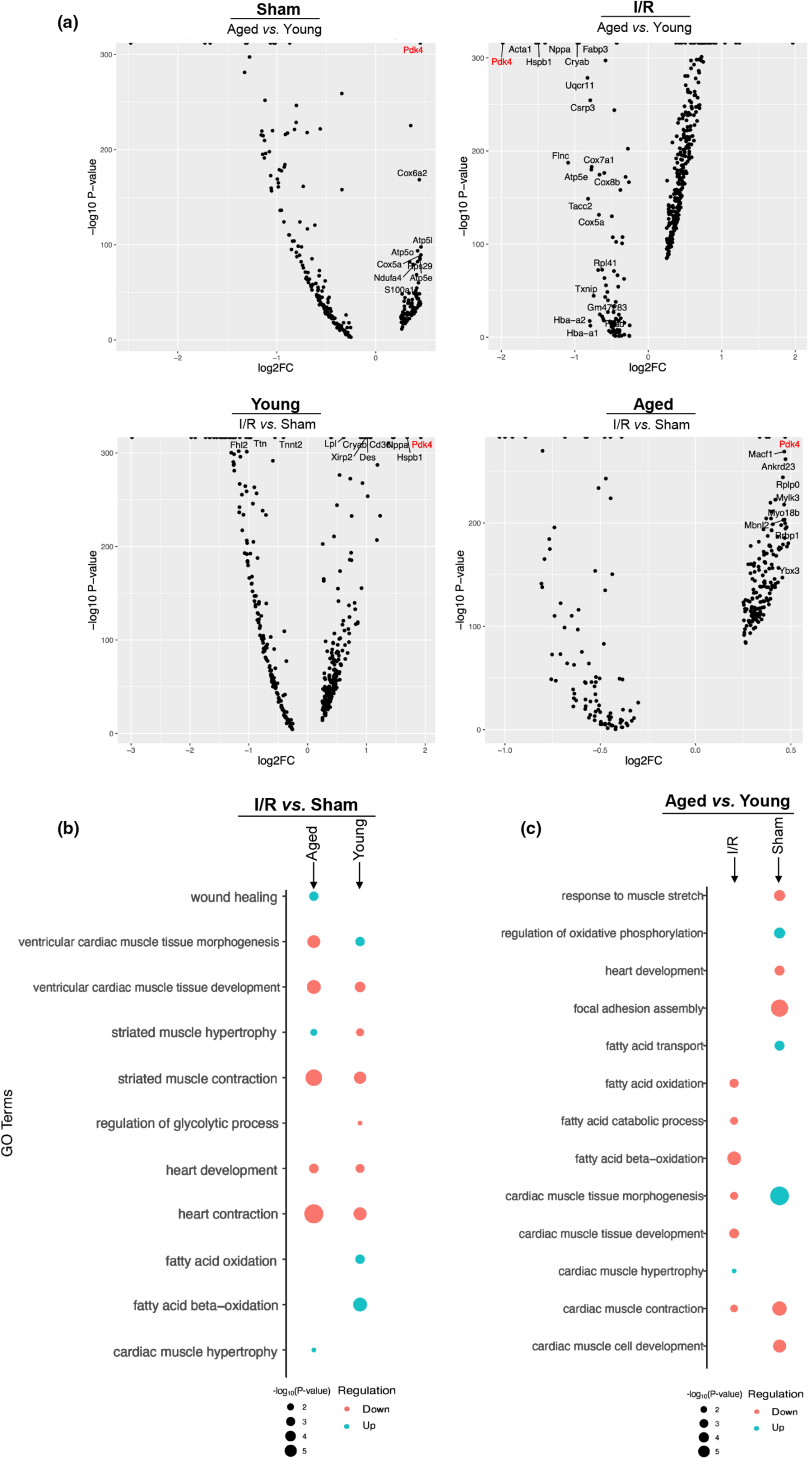
Differential Expression Testing. (a) Differentially expressed features in cardiomyocyte cell populations for all comparative datasets showing gene regulation based on foldchange (Positive is upregulated and negative is downregulated in testing variable). All genes presented received an adjusted *p*‐value of >0.05 from *Seurat* and plotted with −log_10_ for visualization. Gene Ontology (GO) Biological Process Enrichment. (b) Enriched terms from Aged and Young I/R versus Sham cardiomyocyte integrated datasets. Testing variable is I/R condition (i.e., heart contraction under I/R conditions is downregulated in aged and young samples compared to sham operations). (c) Enriched terms from I/R and Sham Aged versus Young cardiomyocyte integrated datasets. Testing variable is Aged condition (i.e., cardiac muscle tissue morphogenesis in the aged sample is downregulated under I/R conditions and upregulated under Sham operations compared to young sample). All enriched terms received an adjusted *p*‐value of >0.05 from EnrichR and plotted with −log_10_ for visualization.

Our enrichment data are split into our I/R and sham data (Figure 3b) and our aged and young data (Figure 3c). Under I/R stress, many biological cardiac processes are downregulated regardless of age including heart and muscle contraction and heart development. 

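Lists of genes chosen by hand stand in here for the ontology terms, which the paper tested on called genes. The median log2 ratio of a list in cardiomyocyte-like barcodes is given relative to that of all genes with at least 20 UMIs (−0.32 over 11283 genes for young I/R over sham and 0.02 over 12974 genes for aged), with its percentile among the medians of 10000 random lists of genes matched on mean expression, as a description of these libraries. For 20 contraction genes the relative median was 0.30 in young mice (percentile 7.79) and −0.09 in aged mice (72.9). The central 95% of the random lists for contraction ran from −0.06 to 1.12 in young mice, so that a median above 0 can have a low percentile. For 20 heart development genes it was −0.49 in young mice (1.51), with 7 of the 20 above the median of all genes, and −0.0009 in aged mice (33.8). The setting that moved the lists most was the paper's marker genes as names of the cardiomyocyte-like class, which took oxidative phosphorylation in young mice from 1.04 to 0.46.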

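Energy metabolism was followed with lists of 20 genes of fatty acid β-oxidation, 8 of fatty acid uptake, 20 of glycolysis and 31 of oxidative phosphorylation. In young I/R over young sham their relative medians were 0.79 (percentile 92.9, 17 of 20 genes above the median of all genes), 1.04 (96.4, 6 of 8), 0.76 (92.3, 14 of 20) and 1.04 (94.9, 31 of 31). All of the 4 percentiles lie inside the central 95% of the random lists. In aged I/R over aged sham the relative medians were −0.12 (percentile 19.9), −0.21 (24.6), −0.19 (12.5) and −0.51 (0.145, 4 of 31 genes above the median). The uptake and oxidative phosphorylation lists hold genes of Fig. 3a, which the paper drew from these same libraries. Their values in all comparisons are thus not independent of that choice.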

Notably, upregulation of fatty acid oxidation (FAO) processes and downregulation of glycolytic processes under I/R stress were observed in young mice (Figure 3b). 

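A list of genes of hypertrophy and stretch had 12 of its 13 genes in the comparison. It rose after I/R by a relative median of 1.89 in young mice, at percentile 100 with every gene above the median of all genes. In aged mice the same list rose by 0.37 (percentile 98.6, 7 of 12 genes above the median). Its members Nppa, Acta1, Xirp2, Csrp3 and Ankrd23 are also genes of Fig. 3a, which the paper drew from these same libraries. The percentiles of the list are therefore not independent of the paper's choice of genes.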

Interestingly, while there is downregulation of ventricular cardiac tissue morphogenesis and upregulation of striated muscle hypertrophy in aged mice, the opposite was observed in the young mice. 

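Wound healing genes had a relative median after I/R of 1.36 in young mice, above the random lists (percentile 100, 12 of 14 genes above the median of all genes), and of 0.32 in aged mice, inside their central range (96.6, 11 of 15). For focal adhesion genes the relative medians were 0.51 (89.7) and 0.14 (78.9).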

Aged mice also exhibited biological processes, such as wound healing, that were not seen in the young mice enrichment (Figure 3b).

In our aged and young dataset (Figure 3c), we recognized that many similar processes that were downregulated in the previous dataset (Figure 3b) were also downregulated in this comparison. Under sham conditions, muscle contraction and development, focal adhesion, and responses to muscle stretch are downregulated in aged mice compared to young mice (Figure 3c). 

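For aged over young sham the median of all 11954 genes was −0.05. Relative to it, the list medians in cardiomyocyte-like barcodes were 0.23 for contraction (percentile 27.1), −0.33 for heart development (11.1, 4 of 20 genes above), −0.10 for focal adhesion (49.4) and 1.00 for hypertrophy and stretch (99.99, 11 of 12 genes above). Wound healing stood at 0.76 (99.96), fatty acid β-oxidation at 0.20 (77.9), fatty acid uptake at 0.66 (94.7), glycolysis at 0.45 (92.8) and oxidative phosphorylation at 0.74 (98.3).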

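The I/R libraries, aged over young, had a median log2 ratio of 0.31 over 12612 genes of the cardiomyocyte-like cluster. Against it the contraction list had a relative median of −0.06 at percentile 99.4, with 10 of 20 genes above the median, and the heart development list 0.16 at percentile 96.0. The contraction value changes sign, to 0.026, with genes scaled over all libraries together. Hypertrophy and stretch genes were lower in the aged library by −0.98 (percentile 0, 2 of 12 genes above) and wound healing genes by −0.56 (0.18). Focal adhesion had −0.37 (10.1).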

Further, under I/R stress, heart and muscle contraction, development, morphogenesis, and FAO related processes are downregulated in aged mice (Figure 3c). The enrichment data retrieved from our differential expression testing revealed that not only were FAO processes downregulated under ischemic stress conditions compared to sham conditions (Figure 3b) but were also downregulated in aged mice compared to young mice under ischemic stress (Figure 3c). This encouraged us to attempt to reveal individual DEGs that may aide in these metabolic changes associated with our differential expression data.

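In the comparison of aged over young I/R the relative median was −0.56 (percentile 3.88, 2 of 20 genes above the median) for fatty acid β-oxidation, −0.56 (13.9, 1 of 8) for fatty acid uptake, −0.47 (5.96, 3 of 20) for glycolysis and −0.81 (0.11, 0 of 31) for oxidative phosphorylation.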

### 2.3 Identification of pyruvate dehydrogenase kinase 4

During our study, we identified Pyruvate Dehydrogenase Kinase 4 (*Pdk4*) as a gene that had significant changes in regulation during our differential expression testing (Figure 3a). 

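Pdk4 (ENSMUSG00000019577) lies on the minus strand of chromosome 6, from 5483351 to 5496309 in GRCm38. All barcodes together hold 1972 of its UMIs in young sham, 21128 in young I/R, 1618 in aged sham and 2351 in aged I/R, or 76.3 (73.0 to 79.8), 533 (525 to 540), 39.1 (37.2 to 41.1) and 35.2 (33.8 to 36.7) CPM. The log2 ratio of I/R over sham was 2.80 (2.74 to 2.87) in young mice, and scaling by gene-wise ratios, the alternative that moved it most, gives 3.21. In aged mice the ratio was −0.15 (−0.24 to −0.06).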

*Pdk4* is predominantly expressed in cardiomyocytes (Figure 4a,b). 

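The level of Pdk4 hardly differed between the named classes of these barcodes. In young sham, young I/R, aged sham and aged I/R it was 69.2, 514, 38.4 and 36.0 CPM in cardiomyocyte-like, 70.02, 529, 44.2 and 40.2 CPM in endothelial-like, 69.4, 544, 33.3 and 33.1 CPM in fibroblast-like, and 75.2, 533, 37.6 and 35.8 CPM in macrophage-like barcodes. The log2 ratio of cardiomyocyte-like barcodes over the other three classes was −0.04 (−0.32 to 0.24), −0.06 (−0.14 to 0.02), 0.03 (−0.23 to 0.29) and 0.02 (−0.18 to 0.21), each within counting error. Erythroid-like barcodes, led by hemoglobin genes, had 69.5, 529, 32.9 and 36.4 CPM. Among markers found in under 10% of the barcodes of a library, pairs of the same class met in a barcode at most 1.36 times as often as chance gives at its depth when pooled over a class (fibroblast markers in young sham), and cardiomyocyte pairs 1.24, 1.04, 1.03 and 1.14 times.

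**Figure D1:**
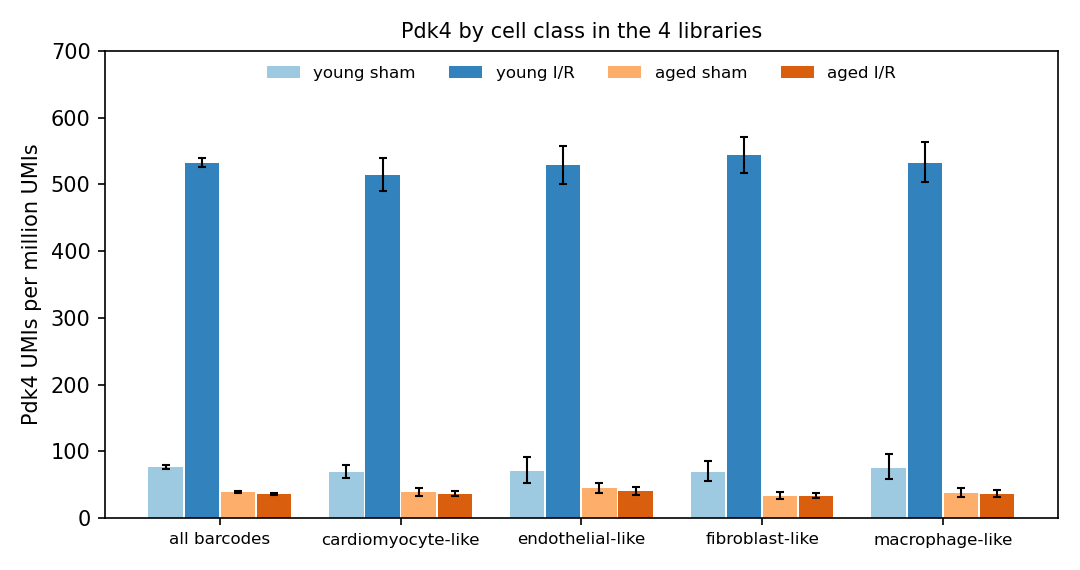
Pdk4 in CPM (vertical axis, linear from 0) for all barcodes and each of 4 named classes (horizontal axis) and library (bars), with error bars for the exact Poisson 95% interval, which covers counting error only. The young I/R bars stand between 514 and 544 CPM in every group and all other bars below 80 CPM.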

While this is expected, as *Pdk4* is well regarded as a strong cardiomyocyte marker gene, the differing expression levels are quite notable. In contrast to sham conditions, *Pdk4* is expressed remarkably after inducing ischemic stress in both aged and young mouse cardiomyocytes (Figure 4c). 

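The cardiomyocyte-like cluster holds 221 Pdk4 UMIs of 3195223 in young sham, 1712 of 3327965 in young I/R, 174 of 4525504 in aged sham and 321 of 8911358 in aged I/R. In these barcodes the log2 ratio of I/R over sham was 2.89 (2.69 to 3.10) in young mice. In aged mice no change was detectable at this depth (−0.09, interval −0.36 to 0.18).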

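The change of Pdk4 after I/R over all barcodes was larger in young than in aged mice by 2.95 on the log2 scale. Among barcodes of like depth, 300 to under 400 UMIs (15889, 32467, 28447 and 5609 in young sham, young I/R, aged sham and aged I/R), it was 2.83 in young mice and 0.02 (−0.36 to 0.38) in aged mice. The difference between the ages could not be tested without replicates.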

The relative expression of *Pdk4* in cardiomyocytes is over three times greater in young mice than in aged mice when comparing them to their healthy (sham) counterparts. In the young cardiomyocyte sample, *Pdk4* has a fold‐change value of 1.73 under I/R stress compared to sham and a 0.47‐fold‐change value in the same cardiomyocyte feature expression test (Figure 4d).

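By the formula of Seurat's FindMarkers, log2 of mean counts per 10000 UMIs of a barcode plus a pseudocount of 1, cardiomyocyte-like barcodes gave 1.87 (1.73 to 2.01) in young mice and −0.01 (−0.11 to 0.09) in aged mice. A pseudocount of 0.1 moved the value of the young mice most, to 2.73. The same formula over all clustered barcodes of any class, an alternative chosen after seeing the data, gave 1.89 and −0.03.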

**FIGURE 4:**
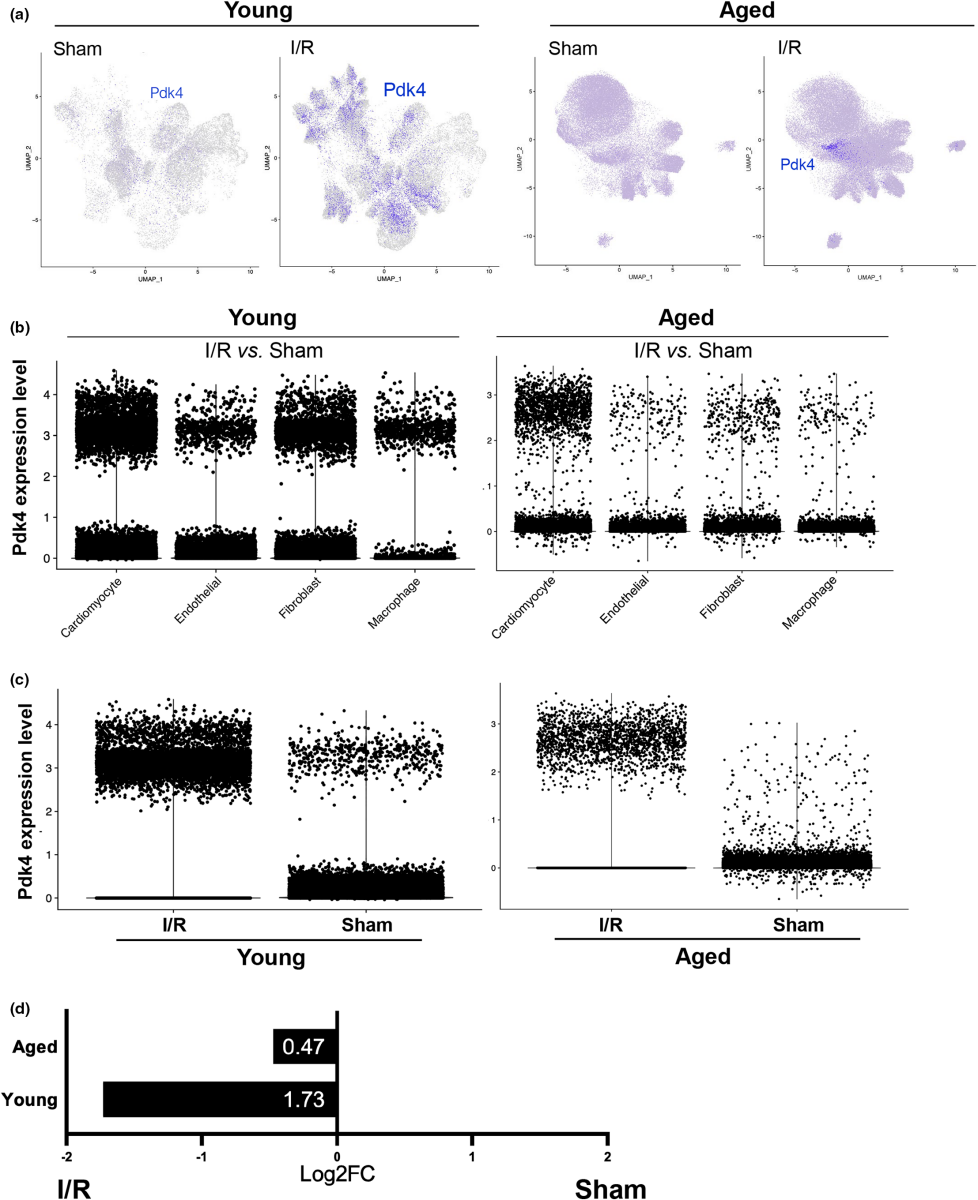
*Pdk4* expression in I/R versus Sham datasets. (a) Split feature plots displaying location and origin of *Pdk4* expression in the UMAP dimensional plot. (b) Expression level plots displaying amount of cells expressing *Pdk4* in each cell‐type. (c) Expression level plots displaying amount of cells expressing *Pdk4* in each sample age and condition. (d) Log2FoldChange statistical expression values of *Pdk4*. *Pdk4* expression values retained a 0 adjusted *p*‐value.

While we discovered the expression of *Pdk4* under ischemic stress, the impact of aging on expression required further investigation. 

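As barcodes of the 4 libraries differ in depth, each was thinned to 200 UMIs before the share with a Pdk4 UMI was counted. The share in cardiomyocyte-like barcodes was then 1.37% (1.10 to 1.69) in young sham, 9.97% (9.24 to 10.7) in young I/R, 0.754% (0.579 to 0.966) in aged sham and 0.706% (0.551 to 0.892) in aged I/R. Without thinning it was 3.37%, 23.0%, 2.08% and 3.18%, at median depths of 473, 483, 515 and 836 UMIs. Macrophage-like barcodes, as a class that is not muscle, had 1.29%, 10.3%, 0.793% and 0.597% after thinning, and 3.01%, 21.9%, 1.79% and 2.45% before it, at median depths of 379, 448, 461 and 700 UMIs. After thinning the shares of the 2 classes lie at the same level in each library, and a share at that level is not read here as expression by the class. Of all Pdk4 UMIs of the clustered barcodes, 27.6%, 12.0%, 13.6% and 13.7% fell in the cardiomyocyte-like cluster, which holds 28.0%, 12.4%, 13.7% and 13.4% of all UMIs.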

Consistent with our previous datasets (Figure 4a,b), Pdk4 was seen predominantly expressed in cardiomyocytes (Figure 5a,b). 

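In the sham libraries, aged over young, the log2 ratio of Pdk4 was −0.85 (−1.14 to −0.55) in cardiomyocyte-like barcodes and −0.96 (−1.06 to −0.87) over all barcodes. With the paper's marker genes in place of the longer lists, the cardiomyocyte-like class is the cluster led by Myl4 and Myl7, and its ratio is −0.035.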

When comparing aged and young mouse cardiomyocytes, under sham conditions, *Pdk4* is expressed more in aged mice than in young mice. However, under I/R stress, young mice exhibit significantly greater *Pdk4* expression than in aged mouse cardiomyocytes (Figure 5c). This upregulation of *Pdk4* in the aged mice under sham conditions may provide further insight into age‐related gene regulations that occur under physiological conditions. 

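For aged over young I/R the log2 ratio of Pdk4 was −3.84 (−4.01 to −3.66) in cardiomyocyte-like barcodes and −3.92 (−3.98 to −3.86) over all barcodes. Under every alternative that gave a value it stayed between −3.99 and −3.79 in cardiomyocyte-like barcodes.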

Aged mice under sham conditions express *Pdk4* in cardiomyocytes at a 0.45 fold‐change value when compared to young mouse cardiomyocytes. 

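By the same formula as for I/R over sham, the log2 fold change of Pdk4 between aged and young sham was −0.31 (−0.45 to −0.17) in cardiomyocyte-like barcodes.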

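The corresponding value for young over aged mice in I/R was 2.19 (2.09 to 2.29).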

When under I/R stress, young mouse cardiomyocytes exhibited a fold‐change value of 1.98 when compared to their aged counterparts. This is a preeminent indicator of age‐related expression deficiency that effects the energy source of the heart (Figure 5d).

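Among 3116 genes ranked over all barcodes, Pdk4 had the largest fall from young to aged I/R, and it was the 3rd by the difference between the young and the aged change after I/R. In all, 16 of these genes had a log2 change above 1 in young mice and below 0 in aged mice. That count takes any aged value below 0, including values within counting error of 0, and holds for scaling by total UMIs only. From the lower expression of Pdk4 in aged cardiomyocytes under I/R, the paper reasons that its response is deficient with age and that the energy source of the heart is affected.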

**FIGURE 5:**
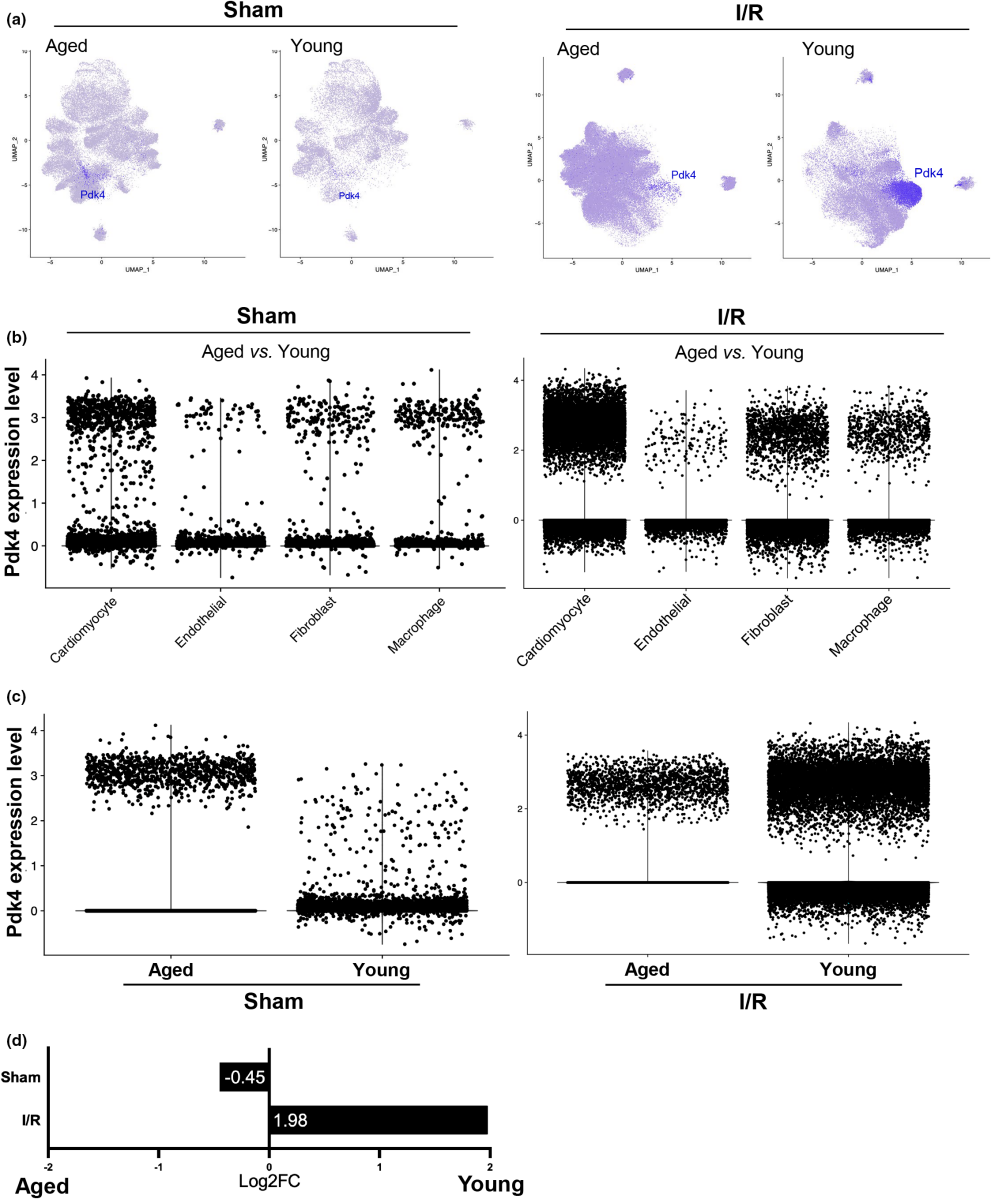
*Pdk4* expression in Aged versus Young datasets. (a) Split feature plots displaying location and origin of *Pdk4* expression in the uniform manifold approximation and projection (UMAP) dimensional plot. (b) Expression level plots displaying of cells expressing *Pdk4* in each cell‐type. (c) Expression level plots displaying amount of cells expressing *Pdk4* in each sample age and condition. (d) Log2FoldChange statistical expression values of *Pdk4*. *Pdk4* expression values retained a 0 adjusted *p*‐value.

### 2.4 Alterations in Pdk4 protein levels

Taking advantage of immunoblotting, we measured *Pdk4* protein content. We found that protein levels of *Pdk4* matched trends observed in transcription. *Pdk4* protein level was significantly increased in young hearts under I/R conditions versus sham operations (Figure 6a). Though *Pdk4* protein level was upregulated, it did not reach statistical significance in aged heart under I/R versus sham (Figure 6a). Moreover, the higher *Pdk4* levels in young versus aged hearts under I/R stress conditions indicate an impairment in *Pdk4* response in aging (Figure 6a). The *Pdk4* protein response in aging did not show significant difference as compared to young heart as *Pdk4* mRNA response from Single‐Cell Seq analysis under sham operations. This suggests that age‐related alterations in *Pdk4* mRNA expression may not contribute to cardiac metabolic regulation in response to I/R pathological stress.

**FIGURE 6:**
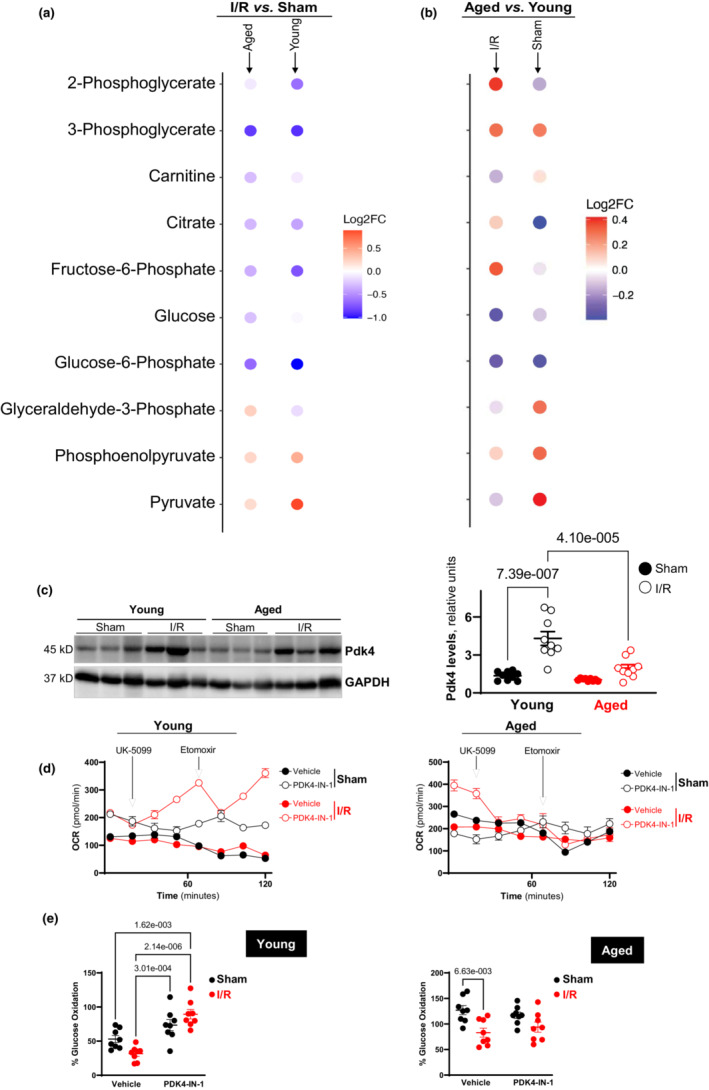
(a) Representative immunoblotting (left) and quantitative analysis (right) of Pdk4 levels in young and aged hearts under sham operations (shaded circles) or I/R conditions (open circles), *n* = 9. (b) Processed LC–MS/MS metabolomic analysis by XCMS and MetSign showing relative abundance of metabolites. All metabolites received a Grubs' two‐tail test *p*‐value of >0.05. Metabolite abundance in response to I/R stress compared to sham conditions in aged and young mice. (c) Metabolite abundance comparing aged to young mice under I/R and sham conditions. (d) The oxygen consumption rate (OCR) and (e) the glucose oxidation dependency measured by Seahorse XF analyzer in young/aged cardiomyocytes under sham operations or I/R conditions with or without Pdk4 inhibitor, PDK4‐IN‐1, *n* = 8.

### 2.5 Metabolomic analysis

The metabolomics data allowed for testing of key glucose metabolites and their comparative abundance. *Pdk4* is known to inhibit pyruvate dehydrogenase (PDH) when expressed. We compared the abundance of pyruvate as well as its downstream and upstream metabolites in I/R versus Sham and Aged versus Young conditions (Figure 6b,c).

Following the results obtained from differential expression testing (Figure 4d), we found a greater presence of pyruvate under I/R stress compared to sham conditions in both aged and young mice (Figure 6b). This indicates that with the increased expression of *Pdk4*, pyruvate accumulates in the cytoplasm as it is no longer being metabolized. We observed that most glycolytic upstream metabolites before phosphoenolpyruvate are more abundant in sham conditions in both aged and young mice except for glyceraldehyde‐3‐phosphate which was present in greater quantities under I/R conditions in aged mice (Figure 6b).

We discovered that aged mice contain more pyruvate in their myocytes than young mice under sham conditions (Figure 6c). We could expect this result as transcriptional *Pdk4* expression is slightly upregulated leading to inhibition of PDH causing accumulation of pyruvate. It is improbable that the marginal upregulation of *Pdk4* is the primary cause for the results observed here and further research is needed. We detected that pyruvate is greater in young mice than aged mice under I/R conditions (Figure 6c). Based on our transcriptional data indicating major *Pdk4* expression in young mice (Figure 5d), we expected greater inhibition of PDH in young mice than in aged mice under ischemic conditions. These results strongly propose that *Pdk4* is regulating glucose metabolism in response to stress such as ischemia conditions but is also impacted during the aging process, advancing research in metabolic alterations due to aging.

### 2.6 Glucose oxidation dependency

Finally, a mitochondrial fuel dependency test was performed to characterize the role of *Pdk4* in glucose oxidation of cardiomyocytes under physiological and pathological conditions. The Seahorse XF analyzer paired with a glucose oxidation dependency test was used on isolated cardiomyocytes from both aged and young hearts under sham and I/R conditions. Furthermore, we tested all groups with and without *Pdk4* inhibition. The results show a decrease in glucose oxidation dependency after ischemic insult in both aged and young cardiomyocytes (Figure 6d,e). There were not significant alterations in young cardiomyocytes under sham or I/R conditions (Figure 6e), while a significant difference occurred in aged cardiomyocytes under I/R versus sham (Figure 6e). In addition, we found a significant increase of glucose oxidation dependency in young cardiomyocyte from I/R versus sham with *Pdk4* inhibitor (Figure 6e), indicating a critical role of *Pdk4* in cardiomyocyte glucose metabolism. We did not observe significant difference in glucose oxidation dependency with *Pdk4* inhibitor between young and aged cardiomyocytes from sham operations groups (Figure 6d,e). When comparing glucose oxidation dependency between young and aged cardiomyocytes, the aged versus young cardiomyocytes significantly depend more on glucose oxidation under both sham and I/R conditions (Figure 6e). *Pdk4* inhibitor treatment increases glucose oxidation dependency in young cardiomyocytes but not in aged cardiomyocytes from I/R groups (Figure 6e). Correspondingly, this implies that Pdk4 activation in response to I/R stress as a metabolic adaptive response is impaired in aged hearts as compared to young hearts that could lead to cardiac vulnerability in aging to ischemic insults caused by ischemia and reperfusion.

## 3 DISCUSSION

Understanding the effects of aging remains to be an important objective in clinical medicine, especially pertaining to IHD. The mechanisms by which cardiac cells adjust and communicate during injury are still unknown. To uncover underlying transcriptional differences in aged and young mouse cells, we employed scRNA‐seq. Identification of novel DEGs provide insight towards inadequately understood shifts in adaptive responses to ischemic stress between the aged and young heart. Targeting the genes responsible for metabolic deficiency in the aged heart may facilitate therapies and potential treatments for the injured heart.

To best investigate the pathophysiology of IHD, a murine model for myocardial infarction was utilized. The 45‐min ischemia, 24‐h reperfusion period prior to sequencing causes physiological symptoms analogous to myocardial infarction and is an accepted method for simulating short‐term I/R injury (Xu et al., 2014). Our previous research using this experimental method has shown that infarct area significantly increases in aged I/R mice compared to young I/R mice (Wang et al., 2018). Aged murine hearts after I/R conditions exhibit critically lower ejection fraction and fractional shortening compared to their young counterparts (Wang et al., 2018). The investigation of resulting adverse downstream effects was motive for this study.

Single‐cell RNA sequencing was employed to accomplish the study of transcriptional differences in specific cell types. Utilizing the integration vignette in *Seurat*, we completed a comparative analysis between I/R and sham conditions as well as between aged and young mice. After identifying cell types, we enriched our differential expression data to provide insight into adverse biological processes. We found FAO‐related processes to be upregulated in young mice and downregulated in aged mice under ischemic stress.

Following the enrichment data, we sought to discover individual significant DEGs. This process uncovered notable changes in the expression of *Pdk4* in cardiomyocytes which critically regulates pyruvate dehydrogenase (PDH) (Chambers et al., 2011; Shuai Zhang et al., 2014). Metabolic remodeling is a well‐known consequence increased stress such as ischemia in the heart (Khan et al., 2020; Wu et al., 2017). In contrast, the young heart retains a stronger ability to recover from ischemic insult (Zhang et al., 2021). Based on our data, we propose that the aged heart under ischemic stress relies on inferior glucose oxidation as the heart's main energy source versus other energy‐rich metabolic pathways.

Immunoblotting studies to observe the protein content of *Pdk4* were performed to corroborate the RNA‐seq findings. The results from immunoblotting support the increased expression of *Pdk4* after ischemic insult in young mice. While we observed an upregulation of *Pdk4* expression in aged mice, that result was not found to be significant. Notably, there was a significant increase of *Pdk4* expression between young and aged mice following an ischemic insult. There was no significant difference in protein level between young and aged sham mice, the transcriptional *Pdk4* upregulation in aged sham mice was modest, and thus, a significant change in the protein content was not expected. Though there was an average increased protein level in aged I/R compared to aged sham mice, this finding was also not considered significant. We consider due to the diminished transcriptional expression of *Pdk4* in aged I/R mice, the resulting protein level expression would not be great enough to reach significance when compared to sham conditions.

Encountering this change in an essential metabolite regulator on both transcriptional and protein level, we decided to use biochemical metabolomic data to test the abundance of key glycolytic metabolites. The metabolomic data were consistent with the previous expression analyses. The expression of *Pdk4* in our single‐cell comparative groups match the abundance of metabolites in the metabolomic comparative groups. Principally, the abundance of pyruvate is greater under ischemic stress regardless of age, this finding correlates with the *Pdk4* expression findings, the higher transcriptional expression of *Pdk4* under ischemic stress indicates inhibition of PDH leading to accumulation of pyruvate in the cell. Although other isoforms of pyruvate dehydrogenase kinase exist and regulate PDH, *Pdk4* has been found to be the more compelling regulator of glucose oxidization and resulting PDH (Tao et al., 2013).

The expression pattern in our single‐cell data indicates that *Pdk4* has greater expression in aged mice under sham conditions. Furthermore, we found that pyruvate is more abundance in aged mice than young mice under sham conditions. While this supports the scRNA‐seq data and that *Pdk4* is a major glycolytic regulator in the heart (Liu et al., 2017), it is unlikely that the slight transcriptional upregulation of *Pdk4* under sham conditions lead to the results observed by metabolomics. We believe other signaling pathways may be involved as aging leads to impaired mitochondrial function that decreases oxidative phosphorylation and increases the production of reactive oxygen species (Chen et al., 2020; Lesnefsky et al., 2016). It is intriguing to speculate that the increased transcriptional expression of *Pdk4* in the aged heart in the baseline state may represent an adaptive response to the age‐induced mitochondrial dysfunction. Notably, recent attempts to downregulate *Pdk4* to mitigate the effects of cardiac aging have been successful in baseline conditions signifying the link between *Pdk4* and aging in normal physiology (Zhang et al., 2022). Under I/R stress, there is a larger abundance of pyruvate in the young mice than in the aged mice, consistent with transcriptional expression of *Pdk4* being higher in young mice.

It is understood that increased glucose oxidation can be beneficial during ischemic conditions (Lopaschuk & Stanley, 1997; Tran & Wang, 2019); a chronic deficiency of other metabolic pathways is generally detrimental (Sithara & Drosatos, 2021). The expression pattern of *Pdk4* observed suggests that the aged heart no longer strongly expresses the gene after ischemic insult. Seemingly, the aged heart suffers from the loss of flexibility to utilize other sources of energy compared to the young heart. Our enrichment data indicate that the aged heart has a decreased capacity for FAO under stress while the young heart upregulates FAO, consistent with findings of Pdk4 expression recognized as marker for increased FAO (Pettersen et al., 2019). We propose that *Pdk4* is linked to this deficiency in metabolic programming that occurs with aging.

Accordingly, employing the Seahorse XF analyzer we were able to test the glucose oxidation dependency of cardiomyocytes under sham and I/R conditions. The observed results were congruent with the previous experimentation. Particularly, the decrease in glucose oxidation dependency following the ischemic insult in aged mice adhere to the increase of *Pdk4* observed transcriptionally and on the protein level. When statistically comparing aged to young glucose dependency, significant findings of increased glucose dependency in aged cardiomyocytes under both sham and I/R conditions were observed which is consistent with past research investigating metabolism in the aged heart (Sithara & Drosatos, 2021). Inhibiting *Pdk4* in vitro resulted in significant increases in glucose oxidation after ischemic insult in young cardiomyocytes compared to baseline as well as between aged and young cardiomyocytes under sham conditions. Remarkably, with *Pdk4* inhibited, young cardiomyocyte glucose oxidation was increased to the point of not being significantly different than aged cardiomyocytes under I/R conditions; therefore, indicating the role of *Pdk4* on cardiomyocyte metabolism during ischemic insult.

Our results reveal that *Pdk4* expression is linked to energy sources that alter with age in the heart after ischemic insult. Not only does vulnerability to IHD increase with age but the inability to adapt to the stress of ischemia is an additional consequence of aging (Zhang et al., 2021). Deficiency of *Pdk4* in the aged heart has been observed in the past (Hyyti et al., 2010); its role following I/R indicates metabolic alterations that may contribute to increased injury compared to the young heart.

In the aging heart, mitochondria suffer additional damage with ischemia that is superimposed upon age‐induced defects, enhancing myocardial injury during the early reperfusion period (Lesnefsky et al., 2016, 2017; Mohsin et al., 2019). It is possible that the baseline increase in *Pdk4* expression in the adult heart represents a compensatory attempt to regulate the metabolism of these damaged mitochondria that are injurious to the heart. In response to I/R stress, *Pdk4* is less robustly expressed in the aged heart. Suggesting that during reperfusion, metabolism in mitochondria that contain both aging and ischemic defects is restrained, potentially representing a mechanism that is a result of greater injury that occurs in the aged heart following I/R. Increased FAO results in higher stress on mitochondria (Menendez‐Montes et al., 2021), these damaged cardiomyocytes are likely unable to handle the increased stress like their young counterparts. Further investigation regarding the young heart inhibiting PDH after ischemic conditions is required to better understand our results. We plan to further investigate *Pdk4* and the relationship it has with age‐related stress and possible therapeutic strategies impacting the metabolic remodeling in the aged heart.

Although we identified *Pdk4* as a significantly differentially expressed gene between aged and young mice, an individual gene cannot convey the entire adaptive response of the young heart to ischemic stress. While left ventricular samples were collected from four populations of both aged and young mice, we only collected I/R samples after 45 min of ischemia and 24‐h reperfusion. Collecting sequential samples throughout and following the reperfusion period would allow for more accurate expression testing of differentially expressed genes. Other studies have found that high *Pdk4* expression as a physiological response in skeletal muscle following prolonged exercise typically diminish during rest (Pilegaard & Neufer, 2004). Our findings show that *Pdk4* in the left ventricle remains robustly expressed following 24 h of reperfusion. The long‐term pathological expression of *Pdk4* will provide considerable insight towards the heart's recovery from ischemic insult. Additionally, observing expression over time would permit us to discover other genes that follow the *Pdk4* expression pattern revealed in our study.

In our study, we performed metabolomic analysis, immunoblotting, and in vitro metabolism testing. In future studies, it would be beneficial to include transgenic mice that have *Pdk4* knocked out in cardiomyocytes and mice with *Pdk4* overexpressed. While global knockout *Pdk4* transgenic mice have been observed to increase glucose oxidation (Jeoung & Harris, 2008), we believe investigating cardiomyocyte‐specific knockout in vivo would be the most beneficial. Cardiomyocyte‐specific *Pdk4* knockout mice have been generally found to have favorable outcomes under normal physiology (Cardoso et al., 2020), additional investigation of these mice under I/R conditions is essential to future studies. Furthermore, we plan to obtain *Pdk4* overexpressed transgenic mice to observe effects on metabolism and heart function after ischemic insult as previous research indicates overexpression leads to increased fatty acid catabolism and without detriment (Chambers et al., 2011; Zhao et al., 2008).

While this study used a mouse model, it would be beneficial to test the expression of *Pdk4* in the human heart to provide important insight into metabolic alterations present in humans with aging. Additionally, though cardiomyocytes are vital cells that are impacted by ischemic stress, we aim to target more differentially expressed genes in other cell types in the future. In our scRNA‐seq data, we identified cardiomyocytes, endothelial cells, fibroblasts, and macrophages. Observing transcriptional differences in these other cell types has the potential to further uncover increased adaptive responses in the young heart to ischemic stress.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Single‐cell RNA sequencing

Young (3–5 months old) and aged (24–26 months old) wildtype (WT) C57BL/6J mice were supplied from NIA contracted Charles River Laboratories (Wilmington, MA). Mice were subjected to 45 minutes of ischemia in LAD surgery and allowed 24 h for reperfusion in both young and aged groups. The heart was collected, and left ventricle separated, the entire left ventricle tissue from both sham and I/R mice were dissociated by the 10× Genomics Chromium Next GEM Single Cell Library and Gel Bead Kit prior to sequencing. Single‐cell samples were sequenced by Genewiz and were received as raw FASTQ files encoded with Sanger/Illumina 1.9 with quality scores above 28 using FastQC 0.11.5 (Babraham Bioinformatics). The raw FASTQ files were subject to 10× Genomics Cellranger application to sort the sequencing data using the mm10 reference genome from 10× Genomics to generate matrix files for bioinformatic analysis. The Raw and Processed RNA‐seq data available from Gene Expression Omnibus (GEO) under accession number GSE213080.

### 4.2 Bioinformatic analysis: Integration

Data analysis was completed by using *Seurat* 4.0 (Yuhan Hao et al., 2021) in *Rstudio* 2.3 IDE (RStudio Team, 2020). Following published vignettes and parameters for sample integration and processing, comparative datasets were generated for analysis (Tim Stuart et al., 2019). The following comparative datasets were made for analysis: Young I/R versus Sham, Aged I/R versus Sham, Aged versus Young Sham, and Aged versus Young I/R were. All comparison datasets were processed using the *Seurat* 4.0 R‐package.

### 4.3 Bioinformatic analysis: Clustering and cell‐type identification

In all our integrated datasets, we scaled the data and performed a PCA reduction with 10 principal components prior to UMAP dimensional reduction using all 10 principal components from PCA reduction. The *FindClusters()* function was used to identify clusters and the resolution was adjusted to generate ~50 clusters. Utilizing the *FindAllMarkers()* function in *Seurat*, we identified marker genes in each cluster to annotate cell types. We subset all clusters with remarkable cell‐type specific marker genes (Log2FC‐value < 2, *p*‐value > 0.05) to allow for cell‐type annotation into four essential cell types: cardiomyocyte, endothelial, fibroblast, and macrophage. To verify the accuracy of our marker genes, we employed the *Human Protein Atlas* (Uhlén et al., 2015) as a genome directory to cross‐analyze our markers to associated cell types in the atlas.

### 4.4 Bioinformatic analysis: Differential expression and enrichment

Once all four comparative datasets had identified cell types, we followed the *Seurat* vignette for differential expression testing. In our testing parameters, the two samples that form each dataset were compared with each cell‐type isolated. Particularly, the RNA data assay is used to generate the data in comparison with using the integrated assay. The RNA assay in contrast to the integrated assay retains the original expression profiles of cells prior to “correction” that occurs during the integration protocol. The original expression profiles of the cells were set as the identities in the *FindMarkers()* function with cell‐type set as the subset identity. We omitted all genes that produced an adjusted *p*‐value greater than 0.05 from all further downstream analysis. These data were used to generate pathway enrichment using the *EnrichR* R‐package (Chen et al., 2013; Kuleshov et al., 2016) and Gene Ontology (GO) term biological processes (Ashburner et al., 2000; Gene Ontology, 2021). The statistical expression values (Log2FC) of *Pdk4* were taken from the differential expression testing, and related plots were created using the ggplot2 R‐package to visualize the expression data (Wickham, 2016).

### 4.5 Immunoblotting

Protein samples were prepared by homogenization of left ventricular tissue mixed with lysis buffer (20 mM Tris–HCl, 137 mM NaCl, 0.5% NP‐40, 0.5 mM 1,4‐Dithiothretiol, Complete protease inhibitor cocktail [Roche], and phosphatase inhibitor cocktail [Sigma]). Protein concentrations were measured by utilizing Bradford assay kit (Bio‐Rad), and proteins were resolved in 10% acrylamide SDS‐PAGE gels then transferred onto polyvinylidene difluoride membranes (Millipore). The primary antibody used for immunoblotting was rabbit polyclonal antibody against Pdk4 (Thermo‐Fischer, Cat #PA5‐102685). All antibodies were used in accordance with manufacture protocol. Relative quantity was calculated by dividing the relative amount of Pdk4 by the relative amount of GAPDH using Bio‐Rad Image Lab 6.0.1 (Bio‐Rad).

### 4.6 Metabolomic biochemical experimentation

2DLC‐MS/MS analysis was completed by first collecting left ventricular tissue samples at 4°C to retain metabolites. Polar metabolites were mixed with methanol and centrifuged to acquire a metabolite supernatant. The supernatant was analyzed by the Thermo Q Exactive HF Hybrid Quadrupole‐Orbitrap Mass Spectrometer coupled to the Thermo DIONEX UltiMate 3000 HPLC system (Thermo‐Fisher Scientific). Utilizing reverse‐phase chromatography (RPC) and hydrophilic interaction chromatography (HILIC) in the HPLC, each sample was analyzed by 2DLC‐MS. Each sample group were split into six pooled samples and analyzed in both positive and negative modes to obtain the full MS/MS spectra at 20, 40, and 60 eV collision energies.

### 4.7 Metabolomic data analysis

Data analysis was completed using XCMS software for spectrum deconvolution and MetSign software to identify metabolites, peak alignment, normalization, and statistical analysis (Wei et al., 2011, 2012, 2014). We matched our data to our in‐house generated database of ion m/z, MS/MS spectra, and metabolite retention time to identify most metabolites. Unmatched data were analyzed in Themo‐Fisher Compound Discoverer Software 2.0 where metabolites with at least 40% similarity scores were selected. We targeted metabolites associated with glycolysis and plotted the abundance change (fold‐change) data using the ggplot2 R‐package (Wickham, 2016). The metabolomics datasets used in this study are available at the National Metabolomics Data Repository under accession number: 2842.

### 4.8 Cardiomyocyte isolation

We tested isolated cardiomyocytes to best understand metabolism modulation in our testing groups. Heparin IV (Fresenius Kabi AG) was administered by intraperitoneal injection to prevent coagulation during perfusion. Once anesthetized, the mice heart was excised and cannulated by the aorta to be connected to the perfusion apparatus (Radnoti LCC). The heart was perfused at 37°C with perfusion buffer followed by digestion buffer. To isolate cardiomyocytes, the heart was removed from the apparatus and gently minced, the remaining solution was suspended and filtered through 100 μm filter to obtain isolated cardiomyocytes.

### 4.9 Seahorse mitochondria testing

The Seahorse Bioscience XF24 Extracellular Flux Analyzer Kit (Seahorse Bioscience) was used to measure glucose dependency in vitro. The Mito Fuel Flex test was completed after subjecting cardiomyocytes to glucose oxidation pathway inhibition by UK5099 (4 μM) followed by long‐chain fatty acid oxidation inhibition by Etomoxir (2 μM). This order of inhibitors allows for calculation of glucose oxidation dependency. The protocol was modified to test dependency in *Pdk4* inhibited cardiomyocytes. Prior to loading isolated cardiomyocytes to the Seahorse cell‐plate, cardiomyocytes were incubated with 10 μM *Pdk4* inhibitor (MedChem Express, Cat# HY‐135954A) in DMEM medium (Seahorse Bioscience) for 5 min at 37°C. The cell‐plate was also loaded with cardiomyocytes suspended in 10 μM *Pdk4* inhibitor in DMEM medium.

### 4.10 Statistical analysis

Data in *Seurat* were collected by the *FindMarkers()* function. This outputs a dataset containing all differentially expressed genes and their corresponding Log2FC and adjusted *p*‐values. Adjusted *p*‐values are generated in *Seurat* by statistically comparing expression with other genes in the assay and performing Bonferroni correction (Satija et al., 2015). We filtered out all genes containing an adjusted *p*‐value greater than 0.05. Likewise, after using *EnrichR*, it produces a dataset containing all associated GO biological processes and corresponding adjusted *p*‐values. *EnrichR* produces Benjamini–Hochberg adjusted *p*‐values (Chen et al., 2013; Kuleshov et al., 2016). We filtered out all GO terms with an adjusted *p*‐value of 0.05 and selected terms representing metabolic and development alterations in the heart.

In our metabolomics data analysis, the Grubbs' test was used to identify outlier data proceeded with a pairwise two‐tail *t*‐test. To determine significance, metabolites that were present in at least 75% of the pooled samples in each group as well as acquired a *p*‐value of <0.05 from the two‐tailed *t*‐test were selected.

Immunoblotting data were validated by performing a Tukey's one‐way ANOVA statistical test in Prism 9.4.1 (GraphPad Software). The Seahorse dependency values were obtained by averaging normalized oxygen consumption rate (OCR) values from each well of the cell‐plate together and utilizing the following equation:

Dependency % = ([Baseline OCR − Target inhibitor OCR]/[Baseline OCR − All inhibitor OCR]) × 100.

The dependency data were validated by performing a two‐way ANOVA statistical test with Šídák correction in Prism 9.4.1 (GraphPad Software). Statistical significance was determined by *p*‐value < 0.05. All figures are shown with means ± standard error (SEM) if possible.

## AUTHOR CONTRIBUTIONS

M.K. Fatmi, D. Ren, and J. Li designed research. M.K. Fatmi, D. Ren, J. Fedorova, L. Zoungrana, H. Wang, K. Davitt, Z. Li, M. Iglesias, and M. Krause‐Hauch performed research. M.K. Fatmi, J. Fedorova, M. Krause‐Hauch, and J. Li analyzed data; M.K. Fatmi, E.J. Lesnefsky, M. Krause‐Hauch, and J. Li interpreted data. M.K. Fatmi, M. Krause‐Hauch. and J. Li wrote the paper.

## CONFLICT OF INTEREST STATEMENT

The authors declare that they have no conflict of interest.

## Data Availability

The data that support the findings of this study are available on request from the corresponding author.

## References

[acel13800-bib-0001] Ashburner, M. , Ball, C. A. , Blake, J. A. , Botstein, D. , Butler, H. , Cherry, J. M. , Davis, A. P. , Dolinski, K. , Dwight, S. S. , Eppig, J. T. , Harris, M. A. , Hill, D. P. , Issel‐Tarver, L. , Kasarskis, A. , Lewis, S. , Matese, J. C. , Richardson, J. E. , Ringwald, M. , Rubin, G. M. , & Sherlock, G. (2000). Gene ontology: Tool for the unification of biology. The Gene Ontology Consortium. Nature Genetics, 25(1), 25–29. 10.1038/75556 10802651PMC3037419

[acel13800-bib-0002] Cardoso, A. C. , Lam, N. T. , Savla, J. J. , Nakada, Y. , Pereira, A. H. M. , Elnwasany, A. , Menendez‐Montes, I. , Ensley, E. L. , Petric, U. B. , Sharma, G. , Sherry, A. D. , Malloy, C. R. , Khemtong, C. , Kinter, M. T. , Tan, W. L. W. , Anene‐Nzelu, C. G. , Foo, R. S. , Nguyen, N. U. N. , Li, S. , … Sadek, H. A. (2020). Mitochondrial substrate utilization regulates cardiomyocyte cell cycle progression. Nature Metabolism, 2(2), 167–178.PMC733194332617517

[acel13800-bib-0003] Chambers, K. T. , Leone, T. C. , Sambandam, N. , Kovacs, A. , Wagg, C. S. , Lopaschuk, G. D. , Finck, B. N. , & Kelly, D. P. (2011). Chronic inhibition of pyruvate dehydrogenase in heart triggers an adaptive metabolic response. The Journal of Biological Chemistry, 286(13), 11155–11162. 10.1074/jbc.M110.217349 21321124PMC3064169

[acel13800-bib-0004] Chen, E. Y. , Tan, C. M. , Kou, Y. , Duan, Q. , Wang, Z. , Meirelles, G. V. , Clark, N. R. , & Ma'ayan, A. (2013). Enrichr: Interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics, 14, 128. 10.1186/1471-2105-14-128 23586463PMC3637064

[acel13800-bib-0005] Chen, Q. , Samidurai, A. , Thompson, J. , Hu, Y. , Das, A. , Willard, B. , & Lesnefsky, E. J. (2020). Endoplasmic reticulum stress‐mediated mitochondrial dysfunction in aged hearts. Biochimica et Biophysica Acta ‐ Molecular Basis of Disease, 1866(11), 165899. 10.1016/j.bbadis.2020.165899 32698045

[acel13800-bib-0006] Gene Ontology Consortium . (2021). The Gene Ontology resource: Enriching a GOld mine. Nucleic Acids Research, 49(D1), D325–D334. 10.1093/nar/gkaa1113 33290552PMC7779012

[acel13800-bib-0007] Hwang, B. , Lee, J. H. , & Bang, D. (2018). Single‐cell RNA sequencing technologies and bioinformatics pipelines. Experimental & Molecular Medicine, 50(8), 1–14. 10.1038/s12276-018-0071-8 PMC608286030089861

[acel13800-bib-0008] Hyyti, O. M. , Ledee, D. , Ning, X. H. , Ge, M. , & Portman, M. A. (2010). Aging impairs myocardial fatty acid and ketone oxidation and modifies cardiac functional and metabolic responses to insulin in mice. American Journal of Physiology. Heart and Circulatory Physiology, 299(3), H868–H875. 10.1152/ajpheart.00931.2009 20601465PMC2944494

[acel13800-bib-0009] Jeoung, N. H. , & Harris, R. A. (2008). Pyruvate dehydrogenase kinase‐4 deficiency lowers blood glucose and improves glucose tolerance in diet‐induced obese mice. American Journal of Physiology. Endocrinology and Metabolism, 295(1), E46–E54. 10.1152/ajpendo.00536.2007 18430968PMC2493588

[acel13800-bib-0010] Jiang, M. , Xie, X. , Cao, F. , & Wang, Y. (2021). Mitochondrial metabolism in myocardial remodeling and mechanical unloading: Implications for ischemic heart disease. Frontiers in Cardiovascular Medicine, 8, 789267. 10.3389/fcvm.2021.789267 34957264PMC8695728

[acel13800-bib-0011] Khan, M. A. , Hashim, M. J. , Mustafa, H. , Baniyas, M. Y. , al Suwaidi, S. K. B. M. , AlKatheeri, R. , Alblooshi, F. M. K. , Almatrooshi, M. E. A. H. , Alzaabi, M. E. H. , al Darmaki, R. S. , & Lootah, S. N. A. H. (2020). Global epidemiology of ischemic heart disease: Results from the global burden of disease study. Cureus, 12(7), e9349. 10.7759/cureus.9349 32742886PMC7384703

[acel13800-bib-0012] Kuleshov, M. V. , Jones, M. R. , Rouillard, A. D. , Fernandez, N. F. , Duan, Q. , Wang, Z. , Koplev, S. , Jenkins, S. L. , Jagodnik, K. M. , Lachmann, A. , McDermott, M. , Monteiro, C. D. , Gundersen, G. W. , & Ma'ayan, A. (2016). Enrichr: A comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Research, 44(W1), W90–W97. 10.1093/nar/gkw377 27141961PMC4987924

[acel13800-bib-0013] Lesnefsky, E. J. , Chen, Q. , & Hoppel, C. L. (2016). Mitochondrial metabolism in aging heart. Circulation Research, 118(10), 1593–1611. 10.1161/CIRCRESAHA.116.307505 27174952PMC5009371

[acel13800-bib-0014] Lesnefsky, E. J. , Chen, Q. , Tandler, B. , & Hoppel, C. L. (2017). Mitochondrial dysfunction and myocardial ischemia‐reperfusion: Implications for novel therapies. Annual Review of Pharmacology and Toxicology, 57, 535–565. 10.1146/annurev-pharmtox-010715-103335 PMC1106013527860548

[acel13800-bib-0015] Liu, L. X. , Rowe, G. C. , Yang, S. , Li, J. , Damilano, F. , Chan, M. C. , Lu, W. , Jang, C. , Wada, S. , Morley, M. , Hesse, M. , Fleischmann, B. K. , Rabinowitz, J. D. , Das, S. , Rosenzweig, A. , & Arany, Z. (2017). PDK4 inhibits cardiac pyruvate oxidation in late pregnancy. Circulation Research, 121(12), 1370–1378. 10.1161/CIRCRESAHA.117.311456 28928113PMC5722682

[acel13800-bib-0016] Lopaschuk, G. D. , & Stanley, W. C. (1997). Glucose metabolism in the ischemic heart. Circulation, 95(2), 313–315. 10.1161/01.cir.95.2.313 9008441

[acel13800-bib-0017] Menendez‐Montes, I. , Abdisalaam, S. , Xiao, F. , Lam, N. T. , Mukherjee, S. , Szweda, L. I. , Asaithamby, A. , & Sadek, H. A. (2021). Mitochondrial fatty acid utilization increases chromatin oxidative stress in cardiomyocytes. Proceedings of the National Academy of Sciences of the United States of America, 118(34), e2101674118. 10.1073/pnas.2101674118 34417314PMC8403954

[acel13800-bib-0018] Mohsin, A. A. , Chen, Q. , Quan, N. , Rousselle, T. , Maceyka, M. W. , Samidurai, A. , Thompson, J. , Hu, Y. , Li, J. , & Lesnefsky, E. J. (2019). Mitochondrial complex I inhibition by metformin limits reperfusion injury. The Journal of Pharmacology and Experimental Therapeutics, 369(2), 282–290. 10.1124/jpet.118.254300 30846619PMC6474909

[acel13800-bib-0019] Pettersen, I. K. N. , Tusubira, D. , Ashrafi, H. , Dyrstad, S. E. , Hansen, L. , Liu, X. Z. , Nilsson, L. I. H. , Løvsletten, N. G. , Berge, K. , Wergedahl, H. , Bjørndal, B. , Fluge, Ø. , Bruland, O. , Rustan, A. C. , Halberg, N. , Røsland, G. V. , Berge, R. K. , & Tronstad, K. J. (2019). Upregulated PDK4 expression is a sensitive marker of increased fatty acid oxidation. Mitochondrion, 49, 97–110. 10.1016/j.mito.2019.07.009 31351920

[acel13800-bib-0020] Pilegaard, H. , & Neufer, P. D. (2004). Transcriptional regulation of pyruvate dehydrogenase kinase 4 in skeletal muscle during and after exercise. The Proceedings of the Nutrition Society, 63(2), 221–226. 10.1079/pns2004345 15294034

[acel13800-bib-0021] Ren, D. , Fedorova, J. , Davitt, K. , Van Le, T. , Griffin, J. H. , Liaw, P. C. , Esmon, C. T. , Rezaie, A. R. , & Li, J. (2022). Activated protein C strengthens cardiac tolerance to ischemic insults in aging. Circulation Research, 130(2), 252–272. 10.1161/CIRCRESAHA.121.319044 34930019PMC8882057

[acel13800-bib-0022] RStudio Team . (2020). RStudio: Integrated development for R. RStudio, PBC. http://www.rstudio.com/

[acel13800-bib-0023] Satija, R. , Farrell, J. A. , Gennert, D. , Schier, A. F. , & Regev, A. (2015). Spatial reconstruction of single‐cell gene expression data. Nature Biotechnology, 33(5), 495–502. 10.1038/nbt.3192 PMC443036925867923

[acel13800-bib-0024] Shuai Zhang, M. W. H. , McMillan, R. P. , Cline, M. A. , & Gilbert, E. R. (2014). The pivotal role of pyruvate dehydrogenase kinases in metabolic flexibility. Nutrition and Metabolism, 11, 10. 10.1186/1743-7075-11-10 24520982PMC3925357

[acel13800-bib-0025] Sithara, T. , & Drosatos, K. (2021). Metabolic complications in cardiac aging. Frontiers in Physiology, 12, 669497. 10.3389/fphys.2021.669497 33995129PMC8116539

[acel13800-bib-0026] Tao, R. , Xiong, X. , Harris, R. A. , White, M. F. , & Dong, X. C. (2013). Genetic inactivation of pyruvate dehydrogenase kinases improves hepatic insulin resistance induced diabetes. PLoS One, 8(8), e71997. 10.1371/journal.pone.0071997 23940800PMC3733847

[acel13800-bib-0027] Tim Stuart, A. B. , Hoffman, P. , Hafemeister, C. , Papalexi, E. , Mauck, W. M., III , Hao, Y. , Stoeckius, M. , Smibert, P. , & Satija, R. (2019). Comprehensive integration of single‐cell data. Cell, 177(7), 1888–1902. 10.1016/j.cell.2019.05.031 31178118PMC6687398

[acel13800-bib-0028] Tran, D. H. , & Wang, Z. V. (2019). Glucose metabolism in cardiac hypertrophy and heart failure. Journal of the American Heart Association, 8(12), e012673. 10.1161/JAHA.119.012673 31185774PMC6645632

[acel13800-bib-0029] Tsao, C. W. , Aday, A. W. , Almarzooq, Z. I. , Alonso, A. , Beaton, A. Z. , Bittencourt, M. S. , Boehme, A. K. , Buxton, A. E. , Carson, A. P. , Commodore‐Mensah, Y. , Elkind, M. S. V. , Evenson, K. R. , Eze‐Nliam, C. , Ferguson, J. F. , Generoso, G. , Ho, J. E. , Kalani, R. , Khan, S. S. , Kissela, B. M. , … Martin, S. S. (2022). Heart disease and stroke Statistics‐2022 update: A report from the American Heart Association. Circulation, 145(8), e153–e639. 10.1161/CIR.0000000000001052 35078371

[acel13800-bib-0030] Uhlén, M. , Fagerberg, L. , Hallström, B. M. , Lindskog, C. , Oksvold, P. , Mardinoglu, A. , Sivertsson, Å. , Kampf, C. , Sjöstedt, E. , Asplund, A. , Olsson, I. , Edlund, K. , Lundberg, E. , Navani, S. , Szigyarto, C. A. , Odeberg, J. , Djureinovic, D. , Takanen, J. O. , Hober, S. , … Pontén, F. (2015). Proteomics. Tissue‐based map of the human proteome. Science, 347(6220), 1260419. 10.1126/science.1260419 25613900

[acel13800-bib-0031] Wang, L. , Quan, N. , Sun, W. , Chen, X. , Cates, C. , Rousselle, T. , Zhou, X. , Zhao, X. , & Li, J. (2018). Cardiomyocyte‐specific deletion of Sirt1 gene sensitizes myocardium to ischaemia and reperfusion injury. Cardiovascular Research, 114(6), 805–821. 10.1093/cvr/cvy033 29409011PMC5909650

[acel13800-bib-0032] Wei, X. , Shi, X. , Kim, S. , Patrick, J. S. , Binkley, J. , Kong, M. , McClain, C. , & Zhang, X. (2014). Data dependent peak model based spectrum deconvolution for analysis of high resolution LC‐MS data. Analytical Chemistry, 86(4), 2156–2165. 10.1021/ac403803a 24533635PMC3982975

[acel13800-bib-0033] Wei, X. , Shi, X. , Kim, S. , Zhang, L. , Patrick, J. S. , Binkley, J. , McClain, C. , & Zhang, X. (2012). Data preprocessing method for liquid chromatography‐mass spectrometry based metabolomics. Analytical Chemistry, 84(18), 7963–7971. 10.1021/ac3016856 22931487PMC3471364

[acel13800-bib-0034] Wei, X. , Sun, W. , Shi, X. , Koo, I. , Wang, B. , Zhang, J. , & Zhang, X. (2011). MetSign: A computational platform for high‐resolution mass spectrometry‐based metabolomics. Analytical Chemistry, 83(20), 7668–7675. 10.1021/ac2017025 21932828PMC3196362

[acel13800-bib-0035] Wickham, H. (2016). *ggplot2*: *Elegant graphics for data analysis*. In *Use R!*, (pp. 1 online resource; XVI, 260 pages 232 illustrations, 140 illustrations in color). 10.1007/978-3-319-24277-4

[acel13800-bib-0036] Wu, Q. Q. , Xiao, Y. , Yuan, Y. , Ma, Z. G. , Liao, H. H. , Liu, C. , Zhu, J. X. , Yang, Z. , Deng, W. , & Tang, Q. Z. (2017). Mechanisms contributing to cardiac remodelling. Clinical Science (London, England), 131(18), 2319–2345. 10.1042/CS20171167 28842527

[acel13800-bib-0037] Xu, Z. , Alloush, J. , Beck, E. , & Weisleder, N. (2014). A murine model of myocardial ischemia‐reperfusion injury through ligation of the left anterior descending artery. Journal of Visualized Experiments, 86, 51329. 10.3791/51329 PMC408080624747599

[acel13800-bib-0038] Yuhan Hao, S. H. , Andersen‐Nissen, E. , Mauck, W. M., III , Zheng, S. , Butler, A. , Lee, M. J. , Wilk, A. J. , Darby, C. , Zager, M. , Hoffman, P. , Stoeckius, M. , Papalexi, E. , Mimitou, E. P. , Jain, J. , Srivastava, A. , Stuart, T. , Fleming, L. M. , Yeung, B. , Rogers, A. J. , … Satija, R. (2021). Integrated analysis of multimodal single‐cell data. Cell, 184(13), 3573–3587. 10.1016/j.cell.2021.04.048 34062119PMC8238499

[acel13800-bib-0039] Zhang, H. , Yan, M. , Liu, T. , Wei, P. , Chai, N. , Li, L. , Wang, J. , Yu, X. , Lin, Y. , Qiu, B. , & Zhao, Y. (2022). Dynamic mitochondrial proteome under polyamines treatment in cardiac aging. Frontiers in Cell and Development Biology, 10, 840389. 10.3389/fcell.2022.840389 PMC896505535372351

[acel13800-bib-0040] Zhang, J. , He, Z. , Fedorova, J. , Logan, C. , Bates, L. , Davitt, K. , le, V. , Murphy, J. , Li, M. , Wang, M. , Lakatta, E. G. , Ren, D. , & Li, J. (2021). Alterations in mitochondrial dynamics with age‐related Sirtuin1/Sirtuin3 deficiency impair cardiomyocyte contractility. Aging Cell, 20(7), e13419. 10.1111/acel.13419 34216536PMC8282250

[acel13800-bib-0041] Zhao, G. , Jeoung, N. H. , Burgess, S. C. , Rosaaen‐Stowe, K. A. , Inagaki, T. , Latif, S. , Shelton, J. M. , McAnally, J. , Bassel‐Duby, R. , Harris, R. A. , Richardson, J. A. , & Kliewer, S. A. (2008). Overexpression of pyruvate dehydrogenase kinase 4 in heart perturbs metabolism and exacerbates calcineurin‐induced cardiomyopathy. American Journal of Physiology. Heart and Circulatory Physiology, 294(2), H936–H943. 10.1152/ajpheart.00870.2007 18083902

How the deposited data were processed for this re-analysis (not part of the article)

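The deposited data hold 4 libraries of left ventricle from C57BL/6J mice, 1 each of young sham, young I/R, aged sham and aged I/R. The authors prepared cell suspensions on the 10× Chromium system and aligned the reads to the mouse genome with Cell Ranger 6.0.2, and the deposited matrices are its filtered output. As deposited by the authors, each value is a count of UMIs per gene and barcode with no scaling, and the values were checked to be whole numbers. The sample labels give nuclear RNA as the molecule and healthy tissue for both sham samples, where the paper gives single cells and sham operations, and the groups are named here as in the paper. Conditions were taken from the labels and the paper, never from the values. The authors' cell names, clusters and filters were not used here, and neither were the metabolite, protein and respiration measurements of the paper.

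Depth was low and uneven: the lowest number of UMIs in a barcode was 140 in young sham, 134 in young I/R, 146 in aged sham and 290.0 in aged I/R, and the 99th percentile 757, 796, 905 and 1743. Barcodes with at least 200 detected genes numbered 26140, 56835, 68121 and 89990, with median UMIs of 394, 447, 452 and 679. Genes with at least 1 UMI numbered 21292, 22292, 22861 and 23647. A single transcript, Gm42418, took 11.5%, 19.4%, 14.0% and 13.8% of the UMIs, and Malat1 took 7.34%, 2.22%, 2.88% and 4.33%. The precision that such depth gives is printed as a 95% interval beside the values, exact Poisson for a sum of UMIs, exact binomial for a share, and an exact conditional interval for a ratio of sums.

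Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9. Barcodes with at least 200 detected genes were scaled to 10000 UMIs and log-transformed, and 2000 variable genes were chosen within the libraries. Genes were scaled within each library, and 10 principal components, 20 nearest neighbours and Leiden resolution 1 gave the clusters. A cluster was named by marker lists written before the files were opened, with 18 genes for cardiomyocytes, 19 for endothelial cells, 18 for fibroblasts and 21 for macrophages, and shorter lists for other cell types. A name needs at least 3 markers at 1.5-fold or more over all other barcodes, more than any other class has, at least 1 marker among the 10 genes with the highest fold and no other class with more of its markers among them, where a gene counts among these 10 only with at least 50 UMIs and 50 CPM in the cluster. The rule itself was set after clusters had been seen, and the limit of 50 CPM was added after a first version of it, which changed the name of 1 cluster under each of 2 alternatives and left the cardiomyocyte-like cluster as it was. Doublets were sought with Scrublet as provided by scanpy on 10 principal components, and it called 0 doublets in every library, so the caller did not work on these data and no doublets were removed.

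Counts were summed per library over all barcodes, and per library and class over the clustered barcodes. Comparisons were young I/R over young sham, aged I/R over aged sham, aged over young sham and aged over young I/R. With 1 library per condition there was no test, no p-value and no count of changed genes. The genes named in the text are those the paper names and, per comparison, the ends of the ranking by log2 ratio in the cardiomyocyte-like cluster among genes with at least 100 UMIs over both libraries and at least 50 CPM in 1 of them. The rule gives 5 genes at each end, of which 2 are printed, a limit set for length after the values had been seen.

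The 12 gene lists (fatty acid β-oxidation, fatty acid uptake, glycolysis, oxidative phosphorylation, contraction, heart development, hypertrophy and stretch, wound healing, focal adhesion, PPARα targets without Pdk4, glucocorticoid targets and circadian clock) were written by hand, and a gene entered a comparison with at least 20 UMIs over the 2 libraries. Median log2 ratios were set against those of 10000 random lists drawn from 50 bins of mean expression. The β-oxidation and PPARα lists share 6 genes, the uptake and PPARα lists 1, the wound healing and focal adhesion lists 1 and the glucocorticoid and clock lists 1. The contraction list shares 11 genes with the cardiomyocyte markers and the wound healing list 2 with the fibroblast markers. Several lists also hold genes of Fig. 3a, which the paper drew from these same libraries. They are Cox6a2, Atp5l, Atp5o, Cox5a, Ndufa4, Atp5e, Uqcr11, Cox7a1 and Cox8b for oxidative phosphorylation and Lpl, Cd36 and Fabp3 for uptake. Nppa, Acta1, Xirp2, Csrp3 and Ankrd23 belong to hypertrophy and stretch, Ttn and Tnnt2 to contraction, Flnc to focal adhesion and Cd36 to PPARα targets. Lists of Y-linked genes, of hemoglobin genes and the gene Xist served as checks of the animals and of blood.

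The formula of FindMarkers in Seurat was applied as the difference of log2 of the mean count per 10000 UMIs plus 1. The calculations were tested on simulated data with the depths of young I/R and young sham: of 200 changed genes 100% had the right direction, the intervals held the true log2 ratio for 95.6% of 6905 genes, and the median error of the changed genes was 0.068. Of 200 lists without a change, 5% fell outside the central 95% of random lists, and a raised list of 20 genes came out at percentile 100. A pair of markers met 3.81 times as often as chance gives in simulated cells and 1.00 times in simulated free RNA. Share after thinning was 2.38% of 4000 simulated barcodes against 1.98% set in, and the formula of FindMarkers gave 1.29 against 1.32. Which result is reported, its main setting and most alternatives were fixed before the data were examined, and the alternatives added later are named as such in the closing section.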

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

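Some of the tests given here were chosen only after the result was seen. They are those on the share of cardiomyocyte RNA, abundant transcripts left out of the totals, atrial RNA and neutrophil RNA. Those on exchanged labels by wound healing and age genes belong to them too. So do those on nuclear and cytoplasmic RNA for Pdk4, for Nppa with Acta1 and for Ttn, Macf1 and Nrp1. The test on immunoglobulin RNA was added once the age genes had been counted, with its prediction written before its own value was seen.

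Among 68 genes that the paper names, 7 changed in opposite directions after I/R in the young and in the aged heart, with both intervals excluding 0 and log2 changes at least 1.5 apart. With 1 library per condition this difference between the ages was not tested for any of them. The shift that another scaling gives every gene, at most 0.41 in the young and −0.09 in the aged heart, leaves all of these signs as they are.

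Pdk4 had the widest gap, 2.95, between a rise of 2.80 in the young and a fall by 0.15 in the aged heart over all barcodes. A difference in depth is argued against by barcodes of like depth, where the gap was 2.81. In those barcodes the aged change was 0.02 (−0.36 to 0.38), so the gap is a rise in the young heart, and the small aged fall is not settled. Leaving mitochondrial genes, Malat1, Gm42418 and AY036118 out of the totals gave 3.21, so a few abundant transcripts do not make it either. More cardiomyocyte RNA in the young I/R library would raise the contraction genes as much as Pdk4, but relative to the median of all genes over all barcodes these rose by 0.41 (16 of 20 genes above that median) and Pdk4 by 3.31. More cytoplasmic RNA would likewise raise the oxidative phosphorylation genes, whose relative median rose by 0.69 (31 of 31 genes above), and in the aged heart it was −0.54, so such a shift has the direction of the gap but not its size. Among random lists of like expression, the 0.69 stood at percentile 45.8, the −0.54 at 0.105 and the 0.41 of contraction at 0.64. In the young heart neither list thus rose beyond genes of like expression. Reads of related genes are argued against by Pdk1, Pdk2 and Pdk3, whose largest change in the young heart, where Pdk4 rose, was 0.25. Exchanged labels of the young pair, or of the aged pair, would make wound healing genes lower in the library named I/R, but they were higher by 1.19 and 0.31 relative to all genes. Exchanged labels between the 2 I/R libraries stay open: of 109 genes that differ by over 1 (log2) between the sham libraries, 17.4% differ the same way between the I/R libraries, 14 of the 23 that are higher and 5 of the 86 that are lower in the aged sham library. Immunoglobulin RNA of 10 genes was higher in the aged library in sham (log2 ratio 0.79) and in I/R (2.60), and Myh7 likewise (4.02 and 2.66), which goes against an exchange, but a single sum and a single gene from single animals decide nothing, so an exchange and an effect of age cannot be told apart here. Age, as the design names it, and differences between the animals remain open and untested in these counts. The paper also measured Pdk4 protein by immunoblot, which was not examined again here. It reports a significant rise after I/R in young hearts, a rise short of significance in aged hearts, and more Pdk4 in young than in aged hearts under I/R. That has the direction of the gap in RNA, but protein is another measure and does not check the labels of these libraries.

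Nppa (1.66 in the young, −1.12 in the aged heart, a gap of 2.77) and Acta1 (0.84 and −1.27, a gap of 2.11) rose only in the young heart. Among barcodes of like depth the change nearest 0 was 0.87 in the young and −1.21 in the aged heart, so depth does not account for it. Atrial tissue left in the preparation would raise Myl4, Myl7 and Sln as much as Nppa, and the largest change of these genes was 1.09 in the young heart (upper bound 1.23), and −0.75 in the aged heart (lower bound −0.90), short of Nppa at both ages. They fall short of Acta1 in the aged heart as well. In the young heart Acta1 rose by less than each of them, so this test does not argue against atrial tissue for that rise. Nppa and Acta1 are short (1.36 and 2.98 kb), and genes over 100 kb changed relative to genes under 10 kb by −0.54 in the young and 0.31 in the aged heart. Another balance of nuclear and cytoplasmic RNA thus has the direction of the changes of Nppa and Acta1. It falls short of their size, since of the 31 oxidative phosphorylation genes the largest rise in the young heart was 0.44 and the largest fall in the aged heart −0.91. Age and differences between the animals remain open and untested for Nppa and Acta1, and exchanged labels of the I/R libraries stay open as for Pdk4. Myl7 itself changed by 1.00 and −0.53, a gap of 1.53. For Myl7 an uneven share of atrial tissue was not tested apart from the genes it belongs with, and stays open together with age.

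Ttn (−0.77 in the young, 0.93 in the aged heart, a gap of −1.70), Macf1 (−1.06 and 0.58, −1.63) and Nrp1 (−1.56 and 0.21, −1.77) went the other way. Depth is argued against by the barcodes of like depth, where the change nearest 0 was −0.83 in the young and 0.27 in the aged heart. All 3 genes are longer than 100 kb, and so belong to the genes that fell relative to short ones in the young heart and rose in the aged heart (−0.54 and 0.31), and they lie within the central 95% of long genes at both ages (−2.08 to 0.63 and −0.70 to 1.05). A candidate explanation is therefore another balance of nuclear and cytoplasmic RNA between the libraries, since unspliced RNA of long genes stays in the nucleus, and a biological change of these genes is not needed to account for the direction.

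The paper does not discuss the next genes, which were chosen after their values were seen. The long noncoding RNA Mhrt changed by −3.10 in the young and 1.03 in the aged heart (1343, 156, 273 and 556 CPM in young sham, young I/R, aged sham and aged I/R), and Gm47644 had −3.00 and 1.18. Counts of Mhrt and of Myh7, which overlap on opposite strands, are uncertain because the use of the strand is not stated. The same holds for Gm47644, which lies within Pln on the opposite strand. At like depth the changes nearest 0 were −2.86 in the young and 1.09 in the aged heart, which argues against depth. Both genes are short (5.67 and 7.33 kb), and by length they would go with the short genes, against the direction of their changes, since the difference of long minus short genes was −0.54 in the young heart. Whether their RNA stays in the nucleus was not tested, so another balance of nuclear and cytoplasmic RNA and a response of these genes to I/R cannot be told apart here, a verdict set after the value was seen.

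Lcn2 rose after I/R at both ages, by 6.05 in the young and 5.13 in the aged heart (1.51, 99.8, 2.08 and 72.6 CPM in young sham, young I/R, aged sham and aged I/R), Lrg1 by 3.03 and 2.20 (24.1, 197, 25.4 and 117 CPM) and Fkbp5 by 2.23 and 2.41 (13.9, 65.3, 10.6 and 56.3 CPM). The paper does not discuss these genes. Depth is argued against, as the smallest of these changes at like depth was 2.18. RNA of neutrophils, which carry Lcn2 and Lrg1, stays open: S100a8 and S100a9, among their most abundant transcripts, rose as well, to 34.5 and 29.7 CPM in young I/R and 26.7 and 34.8 CPM in aged I/R, at most 0.480 of Lcn2. How much of the rise is from neutrophils and how much from heart cells cannot be told apart, because it would rest on an assumed profile of the neutrophil, a verdict set after the value was seen. The response to I/R at both ages remains the open biological explanation and was not tested further.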

How the results depend on the processing

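The comparisons that leave out mitochondrial genes, Malat1, Gm42418 and AY036118, those of marker RNA, of the ranked genes and of FindMarkers over barcodes of any class, and a clustering without genes that differ between libraries, are tests chosen after seeing the data. No paired analysis was possible because each condition has 1 library and nothing links a sham to an I/R library. There being no replicates, a value is said to have moved when it left the counting interval of the reported value, which is narrow for abundant RNA.

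The ratio of Pdk4 in cardiomyocyte-like barcodes kept its sign in all 4 comparisons under the 8 alternatives that gave a value: 2.80 to 3.45 for young I/R over young sham, −0.31 to −0.0031 for aged I/R over aged sham, −0.98 to −0.035 for aged over young sham and −3.99 to −3.79 for aged over young I/R. With the markers the paper names, the class is the cluster led by Myl4 and Myl7, and the ratio of young I/R over young sham moved to 3.45 and that of aged over young sham to −0.035, and by the formula of FindMarkers to 2.05 and −0.021. A pseudocount of 0.1 moved that formula to 2.73 for young I/R over young sham, −0.75 for aged over young sham and −3.50 for aged over young I/R, by its construction. For aged I/R over aged sham the formula gave −0.10 to 0.032, and its sign is not settled.

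Over all barcodes Pdk4 ran from 2.80 to 3.21, from −0.24 to −0.14, from −0.96 to −0.82 and from −4.27 to −3.91 in the same order under 5 alternatives. Scaling by gene-wise ratios gave 3.21, −0.82 for aged over young sham and −4.27 for aged over young I/R. Totals of nuclear genes gave −0.24 for aged I/R over aged sham and −3.99 for aged over young I/R. Barcodes with at least 200 genes gave 2.92 and, for aged over young sham, −0.85, and the 10000 deepest barcodes 2.95, −0.82 and, for aged over young I/R, −4.00. Without the abundant transcripts the values were 2.97 and, for aged over young I/R, −4.10. The scalings shift every gene alike: gene-wise ratios by 0.41, −0.09, 0.14 and −0.36 in the 4 comparisons, nuclear totals by 0.07, −0.09, 0.09 and −0.07, and totals without abundant transcripts by 0.16, −0.09, 0.07 and −0.18.

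Thinning to 200 UMIs lowered the share of cardiomyocyte-like barcodes with a Pdk4 UMI to 1.37%, 9.97%, 0.754% and 0.706% in young sham, young I/R, aged sham and aged I/R. The log2 ratio of cardiomyocyte-like over the other classes stayed within its counting interval in all 24 values of 6 alternatives, from −0.19 to 0.21.

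Shares of classes depend on the clustering, and 34 of 36 moved; the cause was not tested. In the order young sham, young I/R, aged sham and aged I/R, the cardiomyocyte-like share of clustered barcodes was 12.6%, 7.62%, 8.04% and 8.99% with all barcodes, 16.0%, 6.83%, 7.74% and 6.20% at Leiden resolution 2, 27.7%, 14.4%, 14.9% and 14.8% with 30 principal components, 55.9%, 5.71%, 8.21% and 5.39% with genes scaled over all libraries together, and 3.86%, 6.83%, 4.62% and 4.94% with the paper's markers. Of the 4 classes, Leiden resolution 2 gave cardiomyocyte-like shares of 33.4%, 17.6%, 18.7% and 17.3%, endothelial-like shares of 18.8%, 26.6%, 23.5% and 21.1%, macrophage-like shares of 24.4%, 29.9%, 30.7% and 33.5%, and fibroblast-like shares of 27.1% in aged sham and 28.2% in aged I/R.

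The scalings cannot move a list, as its median is given relative to all genes, and of the 288 values of lists under the other alternatives 284 stayed within the width of the random range around the reported value. The contraction list of aged over young I/R changed sign, from −0.06 to 0.026 with genes scaled together and to 0.0086 with genes of at least 100 UMIs, and heart development in that comparison moved to 0.49 with genes scaled together. Oxidative phosphorylation in young mice moved to 0.46 with the paper's markers. The cause of these was not tested.

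Of single genes over all barcodes 61 values moved, 79 stayed and 4 reversed: Nppb of aged I/R over aged sham, to −0.0027 with nuclear totals and −0.0022 with gene-wise ratios, and with gene-wise ratios for young I/R over young sham Trdn, to 0.32, and Cdh5, to 0.028. Of marker RNA 17 values moved, 3 stayed and 4 reversed, all for young I/R over young sham: with gene-wise ratios cardiomyocyte markers to 0.074, fibroblast markers to 0.023 and macrophage markers to 0.30, and with barcodes of at least 200 genes macrophage markers to 0.010. The common shift of the scaling makes these sign changes, other than the last, whose cause was not tested. The ratios of Trdn and Cdh5 between the sham libraries, not counted here, also change sign by the shift of gene-wise ratios. Of ranked genes in cardiomyocyte-like barcodes 20 values moved and 85 stayed, with no reversal, and the tally of Fig. 3a genes was 45 or 46 of 48 under 5 alternatives.

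Some alternatives gave no value. Barcodes with at least 500 genes (346, 174, 771 and 18908 in young sham, young I/R, aged sham and aged I/R) and the 10000 deepest barcodes gave no cardiomyocyte-like cluster. Barcodes under 5% mitochondrial UMIs (3354, 24, 15 and 1725) were too few in 2 libraries to be clustered. Removal of doublets was not run, as none were called. Leaving out 28350 of the 32285 genes gave 11 clusters, none of which could be named. These genes were over 0.5 (log2) apart between libraries after 0.5 UMI had been added to each count. As the libraries differ in total UMIs, they include genes without any UMI, so their number does not measure how many genes differ. With most genes left out, the lack of names decides nothing about effects of the libraries.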

Differences from the paper's values

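The test of the formula over barcodes of any class was chosen only after the result was seen. For Pdk4 in cardiomyocyte-like barcodes the formula of FindMarkers gave a log2 fold change of 1.87 for young I/R over young sham, against the paper's 1.73. Of the alternatives set before the data were examined, Leiden resolution 2 (1.83) and genes scaled over all libraries together (1.83) came within counting error of the paper's value, and all barcodes, 30 principal components, the paper's markers and a pseudocount of 0.1 did not. For aged I/R over aged sham the value was −0.0085 against the paper's 0.47, and for aged over young sham −0.31 against the paper's 0.45, and none of the alternatives set before the data were examined closed either gap. For young over aged I/R it was 2.19 against the paper's 1.98. Of those alternatives only the scaling of genes over all libraries together (2.13) came within counting error of the paper's value. It did so mainly through a wider counting error (half-width 0.16 against 0.10 for the reported value), and most of the gap remained. No change of log base brings the 4 values to those of the paper. Over all clustered barcodes of any class the formula gave 1.89, −0.03 and −0.30 for the comparisons of I/R over sham in young and aged mice and of the 2 shams.

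The paper places Pdk4 mainly in cardiomyocytes, and here the log2 ratio of cardiomyocyte-like barcodes over the other classes was between −0.06 and 0.03 in the 4 libraries. It has Pdk4 raised by I/R in aged mice and higher in aged than in young sham, and these are the only 2 of the 48 genes and directions read from Fig. 3a by eye that had another sign here (log2 ratios of CPM −0.09 and −0.85). The lists used here are not the paper's enrichment of called genes, and for the following statements they gave another direction or no clear one.

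The paper has glycolysis lowered in young mice after I/R, and the glycolysis list had a relative median of 0.76 (percentile 92.3). It has heart contraction and development lowered at both ages, and contraction had 0.30 (7.79) in young and −0.09 (72.9) in aged mice, with heart development at −0.0009 (33.8) in aged mice. Hypertrophy is described as raised in aged mice and the reverse in young mice, and the list had 1.89 (100) in young and 0.37 (98.6) in aged mice. Wound healing is described for aged mice and not for young mice, and the list had 1.36 (100) in young mice. In sham, the paper has contraction, focal adhesion and the response to stretch lower in aged mice, and the lists had 0.23 (27.1) for contraction, −0.10 (49.4) for focal adhesion and 1.00 (99.99) for hypertrophy and stretch. In I/R it has contraction and development lower in aged mice, and the lists had −0.06 (99.4) and 0.16 (96.0). Fatty acid oxidation is described as lowered by ischemia against sham in the closing statement on these terms, and the list had 0.79 (92.9) in young and −0.12 (19.9) in aged mice. Elsewhere the paper describes it as raised after I/R in young mice, which is the direction of the list there. Prg4 is named for the young comparison alone, and over all barcodes its log2 ratio of I/R over sham was 3.10 in young and 3.46 in aged mice.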

Other observations

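All tests given here, on free RNA, too few UMIs in a barcode, PPARα targets, glucocorticoid targets and the hour of collection, were chosen or given their present form only after the result was seen. Pdk4 had nearly the same level in every named class, although the clusters differ in the genes that define them (Myl4, for example, was 130-fold higher in the cluster it leads than in other barcodes). If barcodes were cells, pairs of markers of the same cell type should meet in a barcode several times more often than chance gives, as in simulated cells that make up 25% of barcodes (3.81). Abundant markers are in most barcodes and cannot show this, so only markers found in under 10% of the barcodes of a library were used, a limit set after the ratios of all markers (highest 1.27) were seen. Pooled over the pairs of a class, the highest ratio of observed to expected was 1.36 (fibroblast markers in young sham), and for the few such cardiomyocyte markers it was 1.24, 1.04, 1.03 and 1.14 in young sham, young I/R, aged sham and aged I/R. Single pairs of any markers reached 3.21 among macrophage and 2.01 among cardiomyocyte markers, so some barcodes may hold cells. Too few UMIs would hide such pairs in shallow barcodes only, and among the deepest barcodes the highest pooled ratio was 1.34 and that of a single pair of any markers 2.27. This suggests that much of the RNA in these barcodes is free RNA shared within a library, so that a comparison of classes mostly compares libraries. It would give Pdk4 the same level in every class whatever cells express it, and the source of Pdk4 within the heart is not shown by these counts. Whether the barcodes hold nuclei, cells or neither was not tested further.

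Hypotheses for the rise of Pdk4 in the young heart alone start from its known regulators. PPARα targets other than Pdk4 stood in cardiomyocyte-like barcodes at percentile 99.01 of random lists in the young heart after I/R (relative median 0.78, 14 of 18 genes above the median of all genes) and at 25.3 in the aged heart (−0.12), so a stronger PPARα response in the young heart is a possible explanation that the values do not argue against. Of that list, 6 genes belong also to β-oxidation, and Angptl4 went from 11.0 to 61.4 CPM in the young and from 5.59 to 5.09 CPM in the aged heart over all barcodes. Between shams, aged over young, the list had −0.01 (percentile 43.2), and between I/R libraries −0.82 (percentile 0).

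Glucocorticoid targets rose at both ages, with relative medians of 1.82 (percentile 100) in the young and 0.62 (99.99) in the aged heart, and 0.38 (96.8) and −0.59 (0.42) for aged over young sham and I/R. Fkbp5 rose by 2.41 in the aged heart against 2.23 in the young, but the list rose more in the young heart, and a stronger glucocorticoid response of the young heart and an equal one cannot be told apart from these values.

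Clock genes differed in the young heart, with a relative median of −0.70 (percentile 0.43) after I/R, and little in the aged heart (−0.11, 20.4), and had −0.32 (10.9) and 0.03 (61.1) for aged over young sham and I/R. Over all barcodes Per3 changed by −2.63 in the young and 0.08 in the aged heart, Dbp by −2.58 and −0.87, and Nr1d1 by −1.27 and −1.21. Another hour of collection of a young library may contribute to the difference in Pdk4, and as the hours are not given, it and an effect of I/R on the clock cannot be told apart.

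Some values belong to no statement of the paper. Metallothionein genes rose more in the young heart (Mt2 5.01 and 1.82, Mt1 3.15 and 1.01 over all barcodes in the young and the aged heart), as did Cdkn1a (2.82 and 0.64), whereas Zbtb16 rose by 0.90 and 1.77. The Y-linked gene Ddx3y had 128, 135, 117 and 119 CPM in young sham, young I/R, aged sham and aged I/R, and Xist at most 1.16 CPM in any library. In cardiomyocyte-like barcodes the Y-linked list had relative medians of −0.79 (percentile 4.91) in the young and −0.09 (26.3) in the aged heart after I/R, and the hemoglobin list 0.98 (94.2) and −0.95 (0.01). Over all barcodes the Y-linked list had −0.52 (2.16) and 0.06 (54.5), and the hemoglobin list 0.14 (7.39) and −0.85 (0.20).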
